# Differential gene expression analysis using RNA-seq in the blood of goats exposed to transportation stress

**DOI:** 10.1038/s41598-023-29224-5

**Published:** 2023-02-03

**Authors:** Aditya Naldurtiker, Phaneendra Batchu, Brou Kouakou, Thomas H. Terrill, George W. McCommon, Govind Kannan

**Keywords:** Biochemistry, Biotechnology, Cell biology, Molecular biology, Physiology

## Abstract

Transportation stress causes significant changes in physiological responses in goats; however, studies exploring the transcriptome of stress are very limited. The objective of this study was to determine the differential gene expressions and related pathways in the blood samples using RNA-seq procedure in Spanish goats subjected to different durations of transportation stress. Fifty-four male Spanish goats (8-mo old; BW = 29.7 ± 2.03 kg) were randomly subjected to one of three treatments (TRT; n = 18 goats/treatment): (1) transported for 180 min, (2) transported for 30 min, or (3) held in pens (control). Blood samples were collected before and after treatment for stress hormone, metabolite, and transcriptomic analysis. RNA-seq technology was used to obtain the transcriptome profiles of blood. Analysis of physiological data using SAS showed that plasma cortisol concentrations were higher *(P* < 0.01) in 180 min and 30 min groups compared to the control group. Enrichment analysis of DEGs related to transportation stress through Gene Ontology and KEGG databases revealed that the differentially expressed genes related to inflammatory pathways, caspases, and apoptosis such as *IL1R2, CASP14, CD14, TLR4*, and *MAPK14* were highly enriched in the transported group of goats compared to non-transported goats. Stress in goats leads to a sequence of events at cellular and molecular levels that causes inflammation and apoptosis.

## Introduction

Animals generally respond to stress with characteristic changes in physiology and behavior. During the alarm phase of the stress response, there is rapid release of certain catecholamines, increases in heart and respiratory rates, and elevation of body temperature^1^. Stress can also cause behavioral changes such as increased awareness, improved cognition, and enhanced analgesia^2^. During the restorative phase, the animal’s responses to stress are adaptive in nature and involve the secretion of corticotropin-releasing factor (CRF) from the hypothalamus. The CRF stimulates the pituitary gland to release adrenocorticotropic hormone, resulting in the activation of the adrenal cortex to synthesize glucocorticoids^2^

Glucocorticoids are good indicators of the reaction of animals to any kind of environmental change^3–5^. Results from several studies have shown that transportation stress increases adrenal cortisol activity, which modulates the immune system, resulting in an increase in total leukocyte count in the blood due to increases in the numbers of neutrophils and eosinophils^6,7^. Previous studies have shown that stress also increases plasma glucose and non-esterified fatty acid (NEFA) concentrations and creatine kinase activities in goats^3,8,9^. Stress causes a rapid increase in plasma glucose and NEFA concentrations mainly due to the release of catecholamines and the consequent increase in glycogenolysis and lipolysis^8,10^. Numerous other blood metabolites are also affected due to stress in goats. Batchu et al.^11^ reported that at the metabolome level, transportation stress significantly affected 21 amino acids and 18 acylcarnitines and other organic acids, with a majority of amino acids decreasing and acylcarnitines increasing over transportation time.

Among several transcriptome profiling methods, RNA-seq is the first sequencing-based method that allows the entire transcriptome to be surveyed in a very high throughput and quantitative manner. Transcriptomes of various stressors in different livestock species have been studied to some extent which has helped researchers gain valuable insights. For example, transcriptomic profiling of pigs subjected to stress has indicated that numerous genes related to stress response, including P53 signaling (tumor suppressor), TGF-β signaling (transforming growth factor), apoptosis signaling, and MAPK (mitogen-activated protein kinase) signaling pathways are significantly enriched^12^. In Holstein calves subjected to thermal stress, transcriptomic analysis has shown that TNF signaling pathway (tumor necrosis factor) and MAPK signaling pathway are significantly enriched^13^, and in Hu breed of sheep, MAPK signaling, PI3K-Akt (phosphatidylinositol 3-kinase and protein kinase B) signaling, and cAMP signaling pathways are enriched in response to thermal stress^14^. Fang et al.^15^ reported that pathways such as MAPK signaling, PI3K-Akt, and protein processing in the endoplasmic reticulum were enriched in Holstein dairy cattle when exposed to heat stress. Xu et al.^16^ observed that *FOS* and *MAPK1* were significantly upregulated among other differentially expressed genes (DEGs) in response to cold stress in Sanhe cattle. The authors suggested that *MAPK1* can be a candidate gene for cold stress in animals. In magpies, Wang et al.^17^ noted that the females are more sensitive to stress and energy imbalance as evidenced by upregulated of DEGs such as *JNKs* (c-Jun N-terminal kinases) and *AMPK* (5′AMP-activated protein kinase). These studies have provided valuable information on specific livestock species and experimental conditions that have added to the body of knowledge on transcriptomic profiles of stress in livestock.

Transcriptomic analysis of transportation stress in goats has not been conducted so far, despite the steady growth of the meat goat industry worldwide. As transportation is one of the most potent and unavoidable stressors in meat goat production, a thorough understanding of stress responses at the transcriptome level is essential. Identification of DEGs in response to this common stressor will increase our comprehension of the underlying mechanisms involved that are directly or indirectly reflected upon the physiology, behavior, health, and productivity of goats and allow development of suitable management methods and breeding strategies to minimize the deleterious effects. The overall aim of this study was to determine the differential gene expressions and related pathways in blood using RNA-seq procedure in Spanish goats subjected to either transportation for 180 min, transportation for 30 min, or no transportation but held in pens as controls. These two treatments were selected to simulate commercial practice as meat goats are typically transported for a period not exceeding 3 h prior to processing in the US.

## Methods

### Animals

This study was conducted in accordance with the ARRIVE guidelines (https://www.nc3rs.org.uk/arrive-guidelines). The protocols for this research were approved by the Animal Care and Use Committee at Fort Valley State University prior to beginning of the experiment. A total of fifty-four uncastrated male Spanish goats (8-mo old; BW = 29.7 ± 2.03 kg) were randomly subjected to one of three treatments (TRT; n = 18 goats/treatment): (1) transported for 30 min (approx. 50 km), (2) transported for 180 min (approx. 200 km), or (3) held in pens (control), on two different days. A livestock trailer with internal floor dimensions of 4.5 × 1.8 m were used to transport the goats. The ambient temperatures were − 3.0 ± 1.0 °C and 1.0 ± 1.0 °C on day 1 and 2, respectively. Prior to the experiment, goats were primarily raised on free range pasture with a grain supplement and with ad libitum access to hay and water. Feed was withheld overnight prior to the day of the experiment.

### Blood sampling

Blood samples were collected by trained personnel just before and after transportation prior to slaughter from the jugular vein using disposable needles and vacutainer tubes with anticoagulant EDTA. Blood samples collected were kept on ice, and later vacutainer tubes were centrifuged to separate plasma. Duplicate blood samples (5 mL) were also collected separately after transportation in PAXgene^®^ blood RNA tubes (PreAnalytiX, Qiagen, Germantown, MD) for RNA extraction.

### Cortisol

A commercially available kit (Cortisol ELISA Kit, Abnova, Taipei, Taiwan) was used to analyze plasma cortisol concentrations following the instructions provided by the manufacturer. Briefly, microplates (96-wells) were coated with 25 μL of goat plasma samples followed by the addition of 100 μL of cortisol enzyme conjugate solution to each sample. After 1 h of incubation at 37 °C, the plates were washed four times, 100 μL of color reagent (3,3′, 5,5′ -tetramethylbenzidine, TMB) added to each well, and then 50 μL of the stop solution was added to stop the reaction. Absorbances were measured at 450 nm using a Synergy HTX Microplate Reader (Bio-Tek, Winooski, VT). The cortisol concentrations were determined against a standard curve. This sheep cortisol kit has been validated for goats in our laboratory. The minimum detectable concentration of cortisol by this method is 1.0 ng/mL.

### Metabolites

The Stanbio Glucose Liqui-UV (Hexokinase) Kit (Stanbio Laboratory, Boerne, TX) was used to determine plasma glucose concentrations following the manufacturer’s instructions. Plasma non-esterified fatty acid (NEFA) concentrations were also determined using a commercial kit (NEFA-HR (2) Kit, Fujifilm, Mountain View, CA) according to the manufacturer’s instructions. Plasma creatine kinase concentrations were determined using a Creatine Kinase Assay Kit (Abnova Corporation, Tapei, Taiwan). The kit is based on enzyme coupled reactions in which creatine phosphate and adenosine diphosphate (ADP) are converted to creatine and adenosine triphosphate (ATP) by the CK enzyme. The generated ATP is used to phosphorylate glucose by hexokinase to generate glucose-6-phosphate, which is then oxidized by NADP in the presence of glucose-6-phosphate dehydrogenase (G6P-DH). The NADH produced is proportional to the CK activity in the given plasma sample.

### Differential leukocyte counts

Blood samples were collected separately in 3 mL vacutainer tubes coated with EDTA (K3) for differential leukocyte counts. Neutrophil (N), lymphocytes (L), monocytes and eosinophil counts were determined using a VetScan HM5 Haemotology Analyzer (Abaxis, Union city, CA) according to manufacturer’s instructions.

### Blood RNA extraction

The PAXgene^®^ blood RNA tubes were transferred to a − 80 °C freezer for RNA extraction. Blood RNA was extracted using a MagMAX™ Stabilized Blood Tubes RNA Isolation Kit by applied biosystems (Thermo Fisher Scientific, Waltham, MA) according to manufacturer’s instructions.

### RNA-Seq library preparation and sequencing

A NanoDrop spectrophotometer (IMPLEN, CA, USA) was used to check the purity of RNA and any degradation and contamination were monitored on 1% agarose gels. The RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA) was used for RNA integrity and quantification assessment. For mRNA isolation, RNA-seq library preparation, and sequencing procedures, 27 samples were shipped to Novogene Corporation Inc. (Sacramento, CA, USA). The methodologies described in this section and under quality control, reads mapping and gene expression analysis, and statistical analysis sections are abbreviated versions of those provided by Novogene Corporation Inc. For RNA sample preparation, a total of 1 µg RNA per sample was used as input material. After generating the sequencing libraries using the NEBNext^®^ Ultra**™** RNA Library Prep kit (Illumina^®^, NEB, USA), index codes were added to attribute sequence to each sample. Using poly-T oligo-attached magnetic beads, the mRNA was purified from total RNA. For fragmentation of mRNA, divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer were used. Random hexamer primer and M-MuLV Reverse Transcriptase RNaseH were used to synthesize the first strand of cDNA. Then DNA polymerase I and RNase H were used to synthesize the second strand of cDNA. Adapters were ligated to generate 250–300 bp length fragments after adenylation of 3’ ends of cDNA fragments. Then, PCR was conducted using Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) primer. An AMPure XP system (Beckman Coulter, Beverely, MA, USA) was used for cDNA purification and an Agilent Bioanalyzer 2100 system was used for cDNA library quality assessment. To cluster the index-coded samples on a cBot Cluster Generation System, a PE Cluster Kit cBot-HS (Illumina) was used. Then, library preparations were sequenced, and paired-end reads were generated. In general, only for whole blood samples, we will remove the globin mRNA in the process of lib prep. Because blood samples contain abundant globin mRNA, this portion was removed to reduce the background noise during library preparation, which is a routine procedure followed for blood samples at Novogene labs.

### Quality control

Raw data (raw reads) of FASTQ^18^ format were initially processed through fastp. In this step, clean data (clean reads) were obtained by removing reads containing adapter and poly-N sequences (N > 10%) and reads with low quality from raw data. Simultaneously, Q20 (the proportion of bases with a phred base quality score of Q20; the proportion of read bases whose error rate was less than 1%), Q30 (the proportion of bases with a phred base quality score of Q30; the proportion of read bases whose error rate was less than 0.1%) and GC content (the proportion of G and C base numbers of the total bases) of the clean data were calculated. All downstream analyses were based on clean data.

### Reads mapping on the caprine reference genome and gene expression analysis

Reads were mapped either to genome or transcriptome with a reference sequence. For the significant expression of differentially expressed genes, reads were mapped to transcriptome directly. However, alignment was carried out at genomic level in the case of alternative splicing. While mapping to transcriptome or genome, reads could be uniquely assigned to a particular position or could be multi-mapped, and this required a gapped mapper that can span across splice junctions^19^. All reference genome and gene annotation files were downloaded directly from the genome website browser (NCBI/UCSC/Ensembl). Clean paired-end reads were mapped directly to the reference genome of goat (*Capra hircus*) using the software HISAT2, which utilizes a large set of small GraphFM (GFM) indexes that completely mask the entire genome. Novel genes and transcripts were identified by the software Stringtie which assembled the set of transcript isoforms of each BAM file obtained in the mapping step. Gffcompare was used to compare the Stringtie assemblies to the annotation files that helped to sort out the new genes from the known ones. Transcript abundance reflected the gene expression levels directly. Gene expression levels were estimated by the transcript abundance that mapped to the genome or exon. Read counts were proportional to gene expression levels, gene length, and sequencing depth. Transcript abundances were estimated as reads per kilobase of exon model per million mapped reads (RPKM), which was calculated based on the length of the gene and reads count mapped to the genes.

Prior to differential gene expression analysis, for each sequenced library, the read counts were normalized^20^ with the scaling factors from the Trimmed means of M-values (TMM) using edgeR R package. Differentially expressed genes of two conditions were detected using the edgeR R package^21^. Differential gene expression analysis for two conditions (three biological replicates per condition) was carried out using DESeq2^22^. Hierarchical clustering was used to sort out the genes with similar expression patterns under different experimental conditions. In addition to the fragments per kilobase of transcript per million fragments mapped (FPKM) cluster^23^, the H-Cluster was used to cluster the log2 (fpkm + 1) for gene expression pattern. The resulting *P*-values were adjusted using Benjamini and Hochberg’s approach for controlling false discovery rate (FDR)^24^. The fold changes (in log_2_ scale), *P* values and q-values (corrected *p*-values) of DEGs were reported from the files provided from DESeq2. Genes with a *q*-value of < 0.05 and fold change > 1.0 were considered to be significantly expressed.

Gene ontology enrichment analysis was executed by the ClusterProfiler R package, which corrected the gene length bias. Statistical enrichment of differentially expressed genes in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was analyzed by ClusterProfiler R package^25^. To avoid overly narrow categories, functional categories with more than 20 genes were tested. In addition, the procedures described by Benjimini and Hochberg^24^ were used for multiple testing. Functional categories with FDR ≤ 0.05 were considered significant. Enrichment of GO terms and KEGG pathways with genes differentially expressed between the treatments were analyzed based on cumulative hypergeometric distribution^26^.

### Statistical analysis

Blood hormone and metabolite data were analyzed using General Models Procedure in SAS (release 9.1, SAS Institute, Cary, NC, USA) with TRT and day as independent variables. Pretreatment concentrations were used as covariates in the analysis. The data were first checked for normality and homogeneity of variances using Levene’s Test and Shapiro–Wilk’s Test. Whenever required the data were transformed to log scale to meet the assumptions of ANOVA. The data were then back-transformed and presented for ease of interpretation. When significant by ANOVA at *P* < 0.05, the means were separated using the LSD test.

### Ethics approval and consent to participate

The methods in this investigation were conducted according to relevant guidelines and regulations. The animal care protocols were approved by the FVSU Agricultural and Laboratory Animal Care and Use Committee prior to beginning of the study following the ADSA-ASAS-PSA Guide for Care and Use of Agricultural Animals in Research and Teaching.

## Results

### Blood hormone and metabolite concentrations

Plasma cortisol concentrations were higher (*P* < 0.01) in the 30 min and 180 min transportation groups compared to the control group (Fig. 1). Glucose concentrations were the lowest in the control group, highest in the 180 min group, and intermediate in the 30 min group (*P* < 0.01; Fig. 2A). Plasma NEFA levels were higher (*P* < 0.01) in 30 min and 180 min groups compared to the control group (Fig. 2B), while plasma creatine kinase concentrations were not significantly influenced by TRT (Fig. 2C).

**Figure 1:**
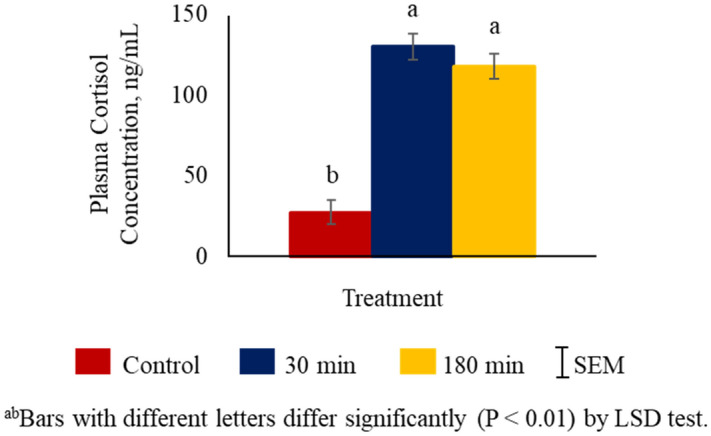
Effects of stress treatment (Control = not transported but held in pens; 30 min = transported for 30 min; 180 min = transported for 180 min) on mean ± SEM plasma cortisol concentrations in goats.

**Figure 2:**
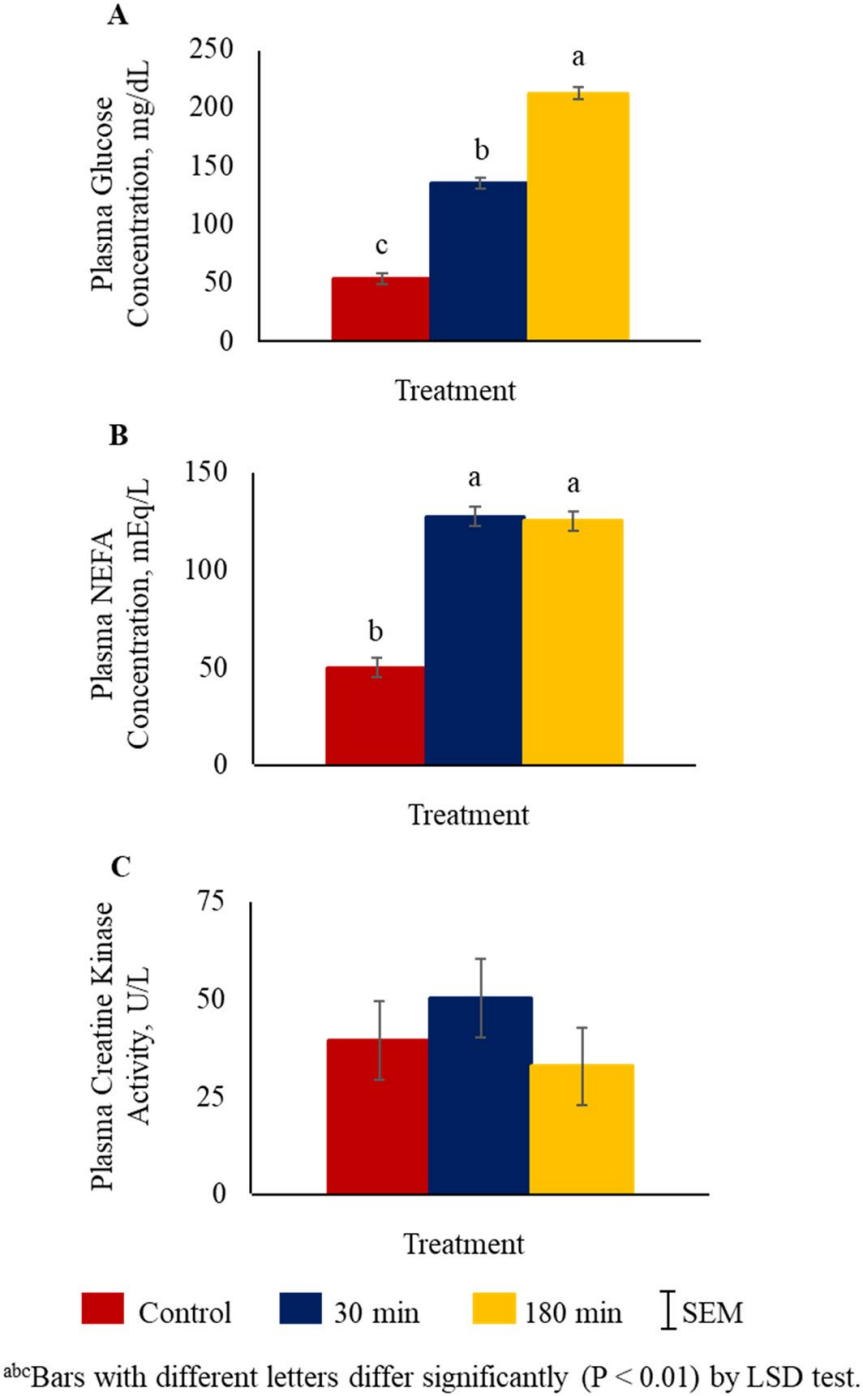
Effects of stress treatment (Control = not transported but held in pens; 30 min = transported for 30 min; 180 min = transported for 180 min) on mean ± SEM plasma (**A**) glucose and (**B**) non-esterified fatty acids (NEFA) concentrations, and (**C**) creatine kinase activity in goats.

### Differential leukocyte counts

Treatment (*P* < 0.01) had a significant effect on neutrophil and lymphocyte counts and the N/L ratio. Neutrophil counts were higher (*P* < 0.01) in 180 min group compared to the 30 min or control groups (Fig. 3A). Lymphocyte counts were lower (*P* < 0.01) in 180 min group compared to the other two groups (Fig. 3B). The N/L ratio was higher (*P* < 0.01) in 180 min compared to control or 30 min TRT groups (Fig. 3C).

**Figure 3:**
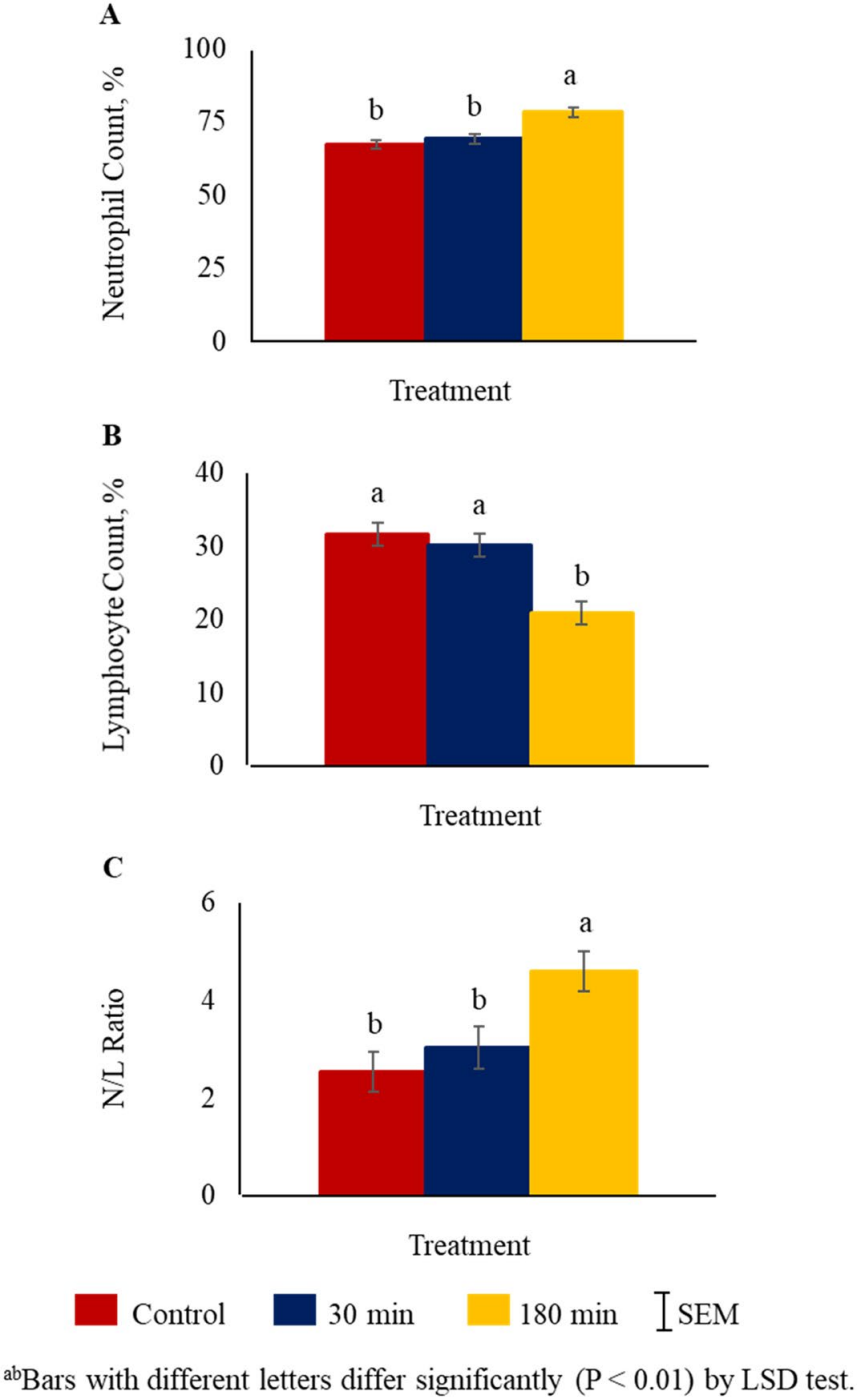
Effects of stress treatment (Control = not transported but held in pens; 30 min = transported for 30 min; 180 min = transported for 180 min) on mean ± SEM (**A**) neutrophil (N) and (**B**) lymphocyte (L) counts, and (C) N/L ratio in goats.

### Sequencing

A total of 72 cDNA libraries were constructed using blood samples. 

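The values given beside the conclusions on gene expression come from the blood of 18 goats, with 1 library per goat: 7 goats that were not transported, 4 goats transported for 30 min over about 50 km and 7 goats transported for 180 min over about 200 km. Each goat is named by its number in the sample labels. The authors deposited one table for each comparison with the control group, and the same 7 control goats are in both tables. For each gene, a table gives the reads counted in each goat, the count divided by the size factor of that goat (normalized count), the FPKM, and the authors' log2 fold change, p-value and adjusted p-value from DESeq2. Only genes with an unadjusted p-value under 0.05 are listed, so the listed genes were chosen on the goats they are tested on here, and another test of them is not independent evidence. The effective library size of each goat, which is the library size behind the deposited FPKM, was computed from the count, the FPKM and the gene length. It lay between 10443023 and 39473244 with a median of 20601751 in the control goats, between 13992574 and 22855051 with a median of 19382941 at 30 min, and between 11290309 and 34125715 with a median of 26050407 at 180 min. Differences between groups are on the scale of log2(normalized count + 1), which can understate or overstate the change of genes with few counts. For *CASP14* at 180 min, it gave a larger difference than the authors' log2 fold change. Single genes were tested with exact two-sided permutation tests over the goats, and all listed genes of a table were tested with limma. The smallest p-value an exact permutation test can give is 0.00303 for 4 goats against 7 and 0.000583 for 7 against 7. The day of transport of each goat is not in the labels, so no term for the day was fitted.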

The summary of sequencing results is given in Table 1. From eighteen blood samples, an average of 23,634,716, 19,259,815, and 29,655,586 raw reads were obtained from control, 30 min, and 180 min groups, respectively. After filtering the raw reads with adapter sequences and low-quality reads, a total average of 22,253,472**,** 18,309,599, and 28,261,890 clean reads were obtained with phred base quality scores of Q20 > 97% and Q30 > 93%, and guanine-cytosine (GC) content > 54%.

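The mean effective library size was 21192909 in the control goats, 18903377 at 30 min and 24083282 at 180 min. Reads on the genes listed for the 30 min comparison made up 0.926 to 1.48% of the library in the control goats and 1.24 to 1.67% at 30 min. Reads on the genes listed for the 180 min comparison made up 4.22 to 9.25% of the library in the control goats and 7.93 to 26.2% at 180 min, where goat 10 had the highest share and the lowest effective library size of its group. A count of 0 allows up to 3 counts, which in the 30 min table is a normalized count of 5.68 in control goat 8, the library with the fewest reads, and of 1.43 in control goat 7, the library with the most.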

**Table 1:** Summary of sequencing results of blood samples from goats subjected to transportation stress treatment (TRT).

TRT	Raw reads	Clean reads	Unique reads	Total mapped reads	Total mapping %	Q20^d^ %	Q30^e^ %	GC content^f^ %
Control^a^	23,634,716	22,253,472	35,758,497	40,481,450	90.73	97.07	93.11	55.01
30 min^b^	19,259,815	18,309,599	31,148,020	33,625,090	91.41	97.45	93.96	54.41
180 min^c^	29,655,586	28,261,890	46,892,790	52,644,352	93.06	97.70	94.08	54.87

^a^Not transported but held in pens;

^b^Transported for 30 min;

^c^Transported for 180 min;

^d^Phred values greater than 20 base number contain the percentage of total bases;

^e^Phred values greater than 30 base number contain the percentage of total bases;

^f^Percentage of guanine and cytosine base numbers of total bases.

### Gene expression

The summaries of FPKM are given in Table 2. The summary of genes expressed in each treatment group and genes co-expressed are shown in Fig. 4. A total of 9948 genes were expressed commonly, with 199, 121, and 364 genes shared between control and 180 min, 180 min and 30 min, and control and 30 min groups, respectively.

**Table 2:** Fragments per kilobase of exon per million mapped reads (FPKM) of blood samples subjected to transportation stress.

Stress treatment	FPKM interval				
	0–1	1–3	3–15	15–60	> 60
Control^a^	17,110 (62.74%)	2573 (9.44%)	4432 (16.25%)	2262 (8.29%)	895 (3.28%)
30 min^b^	17,551 (64.36%)	2573 (9.44%)	4647 (17.05%)	2294 (8.41%)	874 (3.21%)
180 min^c^	16,884 (61.91%)	2474 (9.07%)	4033 (14.79%)	2165 (7.94%)	1048 (3.84%)

^a^Not transported but held in pens;

^b^Transported for 30 min;

^c^Transported for 180 min.

**Figure 4:**
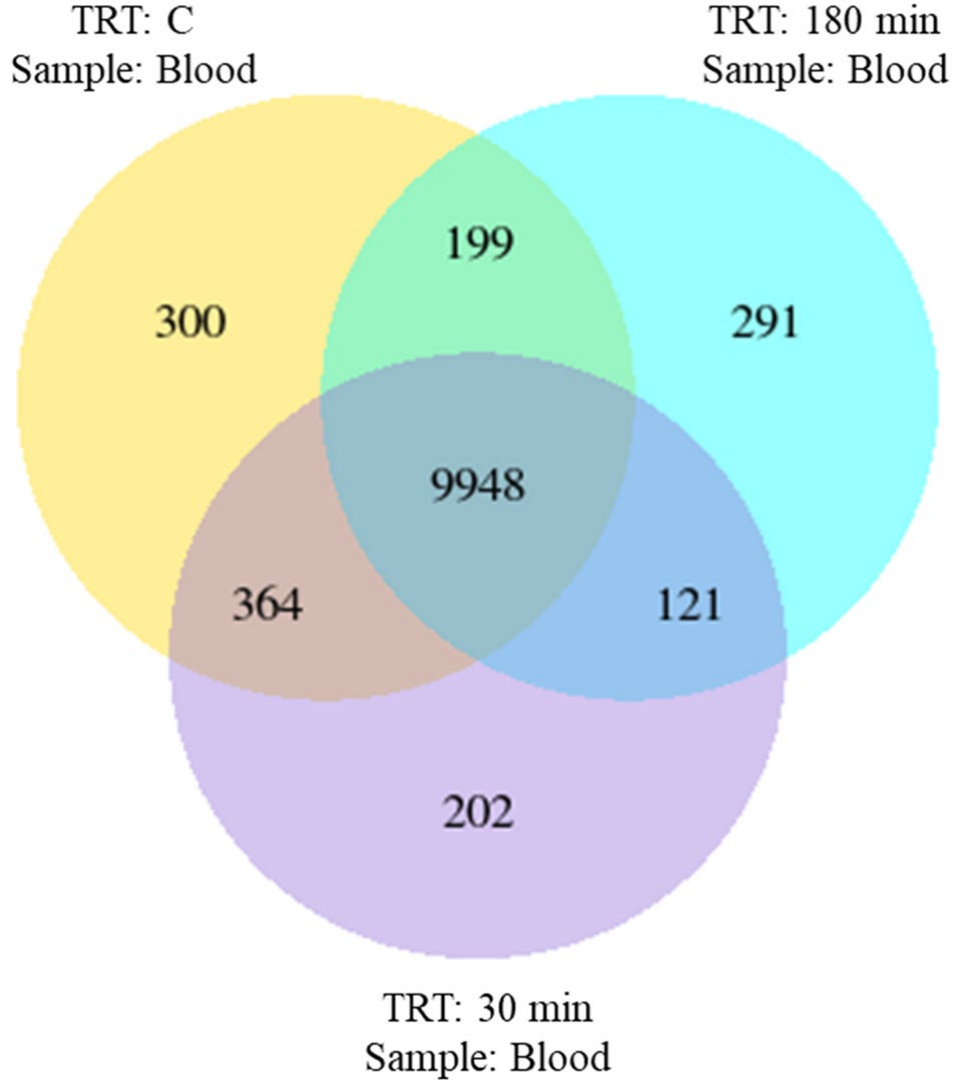
Venn diagram showing the co-expression of genes in blood samples from goats subjected to stress treatments (TRT: control, C = not transported but held in pens; 30 min = transported for 30 min; or 180 min = transported for 180 min).

### Differential gene expression

The counts of upregulated and downregulated DEGs in each comparison are shown in Fig. 5 and the patterns of DEGs in each treatment group were visualized using a heatmap (Fig. 6; Supplementary Fig. S1). The DESeq2 software identified a total of 430 DEGs in blood samples for control versus 30 min comparison, of which 303 genes were downregulated and 127 genes were upregulated (Fig. 5). In this comparison, DEGs such as *NFKBIA* (nuclear factor kappa B inhibitor alpha), *GADD45A* (growth arrest and DNA damage-inducible alpha), *CEBPB* (CCAAT/enhancer binding protein beta), *CXCR4* (C-X-C motif chemokine receptor 4), and *PTX3* (pentraxin 3) were significantly upregulated (*P* < 0.01) and *PRAG1* (PEAK1 related kinase-activating pseudokinase 1), *RARB* (retinoic acid receptor beta), *IQCG* (IQ motif containing G), *ZDHHC15* (zinc finger DHHC-type containing 15), and *KIF12* (kinesin family member 12) were significantly (*P* < 0.01) downregulated (Table 3). 

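With limma on the normalized counts of these 430 genes, 198 had an unadjusted p-value under 0.05, 93 of them higher and 105 lower at 30 min. The exact permutation test per gene gave 201 genes. In the authors' deposited table, 5 genes had an adjusted p-value under 0.05 in DESeq2, all 5 of them higher at 30 min, and 399 genes had one that rounds to 1.00. The values of all 4 transported goats lay outside the range of the 7 control goats in 35 genes, 28 higher and 7 lower, and chance alone gives such a separation in 0.606% of genes before any selection. In 97 of the genes called lower, every transported goat had 3 counts or fewer, so that the fold change of these genes is only a lower bound. The median gene called higher had a mean normalized count of 371 over all goats, and the median gene called lower had 48.9. The alternative that moved the limma count most was DESeq2 fitted to the counts of the listed genes, which gave 393 genes, 124 higher and 269 lower. Centring each goat on the median of the listed genes, whose level fell by 0.24 on the log2 scale at 30 min, changed the split to 111 higher and 58 lower. This median is taken over genes chosen for being called, so centring also takes out part of the change they were called for. Scaling by the effective library sizes, which does not use the listed genes and was added after seeing the data, gave 105 higher and 94 lower. With the deposited size factors, edgeR's quasi-likelihood test, an alternative chosen after seeing the data, gave 111 higher and 193 lower. Without goat 24 the limma count was 105, and without goat 21 it was 109.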

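*NFKBIA* (ENSCHIG00000010157) lies on chromosome 21 from 45051852 to 45054610 in the coordinates of the authors' tables, whose genome build the paper's text does not name. Its normalized count was 2445 ± 741 (SD, n = 4) at 30 min and 754 ± 151 (SD, n = 7) in the control goats, a difference of 1.68 (standard error 0.25) on the log2 scale (exact permutation test, p = 0.00303). *GADD45A* (chromosome 3, 43246366 to 43250380) had 731 ± 140 against 273 ± 68.2 normalized counts, a log2 difference of 1.43. *CEBPB* (chromosome 13, 77740508 to 77741563) had 4820 ± 1705 against 1760 ± 386 and *CXCR4* (chromosome 2, 74974367 to 74980350) had 3401 ± 208 against 1537 ± 390 normalized counts, log2 differences of 1.43 and 1.19. In these 4 genes every transported goat was above every control goat. The authors' deposited table gives them adjusted p-values from DESeq2 of 1.17e-05, 0.000354, 0.00243 and 0.0120. *PTX3* (chromosome 1, 109705569 to 109711190) rose from 317 ± 377 to 2680 ± 838 normalized counts, a log2 difference of 3.82 (exact permutation test, p = 0.00606), with an adjusted p-value of 0.0807 in the authors' deposited table. Of the genes called lower, *PRAG1* (chromosome 27, 21137676 to 21187468) had 949 ± 106 against 1475 ± 171 normalized counts and no overlap between the groups, a log2 difference of -0.63 that was no longer past the threshold after median centring (-0.40, exact permutation test, adjusted p = 0.0552). *KIF12* had 33.5 ± 13.6 against 107 ± 72.2 normalized counts (exact permutation test, adjusted p = 0.0318, and 0.0538 to 0.0766 without goat 21, 22 or 24). *ZDHHC15* had 2.05 ± 3.12 against 25.0 ± 29.1 normalized counts (exact permutation test, adjusted p = 0.0159, and 0.0583 and 0.0636 without goat 21 and goat 24). *RARB* had no read in any goat transported for 30 min and 0 to 72 reads in the control goats, with 51.0% of its total in control goat 9. It was at least 5.90-fold lower, and the groups overlapped (exact permutation test, p = 0.0758). *IQCG* had 11.9 ± 5.91 against 84.0 ± 86.3 normalized counts (exact permutation test, p = 0.109), since control goats 3, 6 and 7 had 13.7, 9.19 and 10.5 normalized counts, as few as the transported goats. Adjusted over the list alone, 16 of the 20 genes of Table 3 had a permutation p-value under 0.05, and over all genes the authors tested, 4 of them had an adjusted p-value under 0.05 in the authors' deposited table. The study chose these genes on the same goats, so the first count is not independent evidence.

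**Figure D1:**
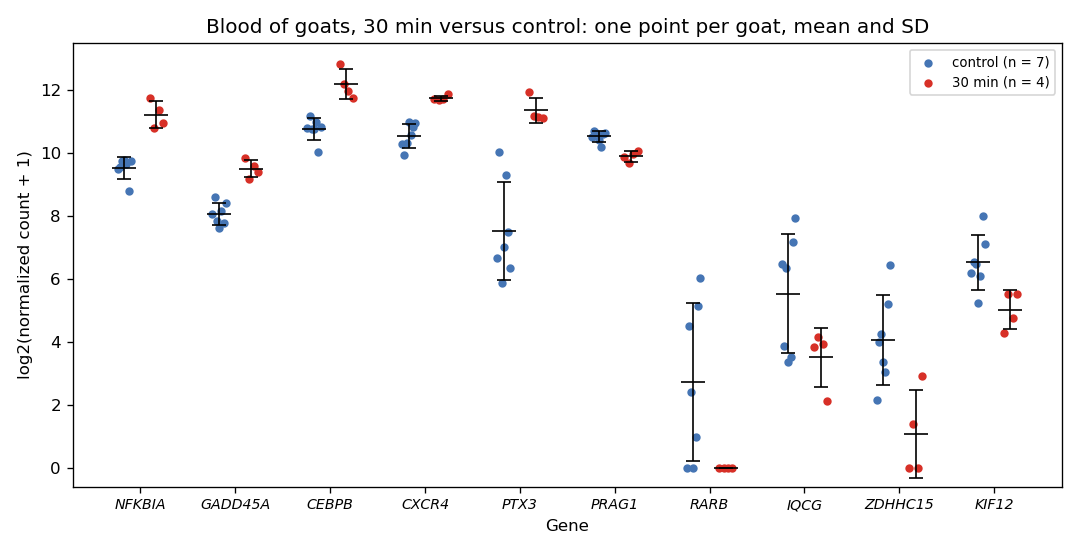
Normalized counts of 10 genes in the blood of goats transported for 30 min (red, n = 4) and of control goats (blue, n = 7), with genes on the horizontal axis and log2(normalized count + 1) on the vertical axis. Each point is 1 goat and the black bars give the mean and SD; the groups are apart in NFKBIA, GADD45A, CEBPB, CXCR4, PTX3 and PRAG1 and overlap in RARB, IQCG, ZDHHC15 and KIF12.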

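In the comparison of goats transported for 180 min with control goats, limma called 778 of the 1247 listed genes at an unadjusted p-value under 0.05, 459 higher and 319 lower. In the authors' deposited table, 70 genes had an adjusted p-value under 0.05 in DESeq2, 63 higher and 7 lower, and 398 had an adjusted p-value of exactly 1, with mean normalized counts of at most 69.9. The adjusted p-values of the other 849 genes are those of an adjustment over 9944 genes, in which none of the 398 would have had a value above 0.398, so these 398 genes were not part of it and their value of 1 is not a result of the adjustment. The groups of 7 goats did not overlap in 38 genes, 23 higher and 15 lower, where chance gives 0.0583% before any selection. The largest move of the limma count came from DESeq2 on the listed genes, with 1212 genes. Scaled by the effective library sizes, 487 genes were called higher and 259 lower. After median centring, which takes out a rise of 0.53 on the log2 scale in the median listed gene, 143 genes were called higher and 477 lower, and with TMM factors computed over the listed genes, edgeR called 260 higher and 470 lower. Both of the latter set the level from the called genes, of which 741 were higher and 506 lower, so a shift towards lower calls follows from the scaling itself. With each goat left out in turn, limma called between 625 and 762 genes.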

For 180 min vs control comparison of blood samples, 741 DEGs were upregulated and 506 DEG were downregulated (Fig. 5). In this comparison, DEGs such as *TLR4* (toll-like receptor 4), *TLR7* (*Capra hircus* toll-like receptor 7), *MAPK13* (mitogen-activated protein kinase 13), *CAMKK1* (calcium/calmodulin-dependent protein kinase kinase 1), and *PTX3* (pentraxin 3) were significantly (*P* < 0.01) upregulated and DEGs such as *IQCG* (IQ motif containing G), *PTGR1* (prostaglandin reductase 1), *RF00602* (small cajal body-specific RNA 21), *TNFRSF25* (TNF receptor superfamily member 25), and *LCK* (LCK proto-oncogene Src family tyrosine kinase) were significantly (*P* < 0.01) downregulated (Table 4). In addition, *CASP14* (caspase 14) among several caspases was significantly upregulated. 

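*TLR4* (ENSCHIG00000018498, chromosome 8, 106716079 to 106726290) had 1935 ± 1171 normalized counts (SD, n = 7) at 180 min and 791 ± 213 (SD, n = 7) in the control goats, a log2 difference of 1.12 (exact permutation test, p = 0.00758). *TLR7* had 1957 ± 758 against 1097 ± 359 normalized counts, a log2 difference of 0.81 (exact permutation test, p = 0.0198). *MAPK13* (chromosome 23, 38654507 to 38662716) had 174 ± 86.4 against 72.8 ± 51.8 normalized counts, a log2 difference of 1.26 (exact permutation test, p = 0.0181). After median centring these 3 genes were still higher, by 0.58, 0.28 and 0.73, but not past the threshold (exact permutation tests, adjusted p = 0.169, 0.373 and 0.142). The exact Mann-Whitney test gave *MAPK13* an adjusted p of 0.0530. The authors' deposited table gives *TLR4*, *TLR7* and *MAPK13* adjusted p-values from DESeq2 of 0.0766, 0.278 and 0.219. *CAMKK1* (chromosome 19, 24299438 to 24329589) rose from 126 ± 49.5 to 384 ± 184 normalized counts, a log2 difference of 1.58 (exact permutation test, p = 0.00117). *PTX3* reached 19112 ± 23317 normalized counts against 349 ± 406, a log2 difference of 5.51 with every transported goat above every control goat, and goat 15 alone held 43.1% of its total. *LCK* (chromosome 2, 14416853 to 14441869) fell from 2432 ± 470 to 1453 ± 199 normalized counts, *PTGR1* (chromosome 8, 100704630 to 100734488) from 496 ± 132 to 207 ± 74.5, and *TNFRSF25* (chromosome 16, 45441319 to 45445028) from 848 ± 98.9 to 427 ± 145, with no overlap between the groups in any of the 3. *IQCG* (chromosome 1, 69941363 to 69989310) had 9.19 ± 8.23 against 90.6 ± 90.5 normalized counts (exact permutation test, p = 0.0111). *RF00602*, a small RNA gene (chromosome 19, 27324416 to 27324555), had 0.682 ± 0.864 against 27.3 ± 31.9 normalized counts, with at most 4 reads in any transported goat (exact permutation test, adjusted p = 0.0253, and 0.0508 to 0.0529 without goat 10, 11 or 16). Adjusted over the list alone, all 20 genes of Table 4 had a permutation p-value under 0.05. In the authors' deposited table 7 of them had an adjusted p-value under 0.05, and 4 others had a value of exactly 1 and were not part of the adjustment. These genes too were chosen on the same goats.

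**Figure D2:**
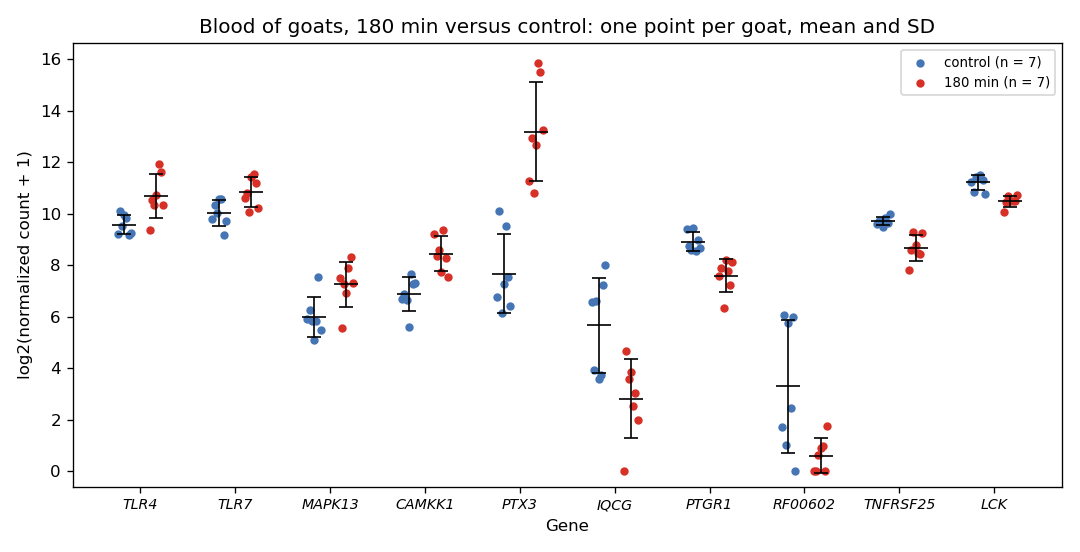
Normalized counts of 10 genes in the blood of goats transported for 180 min (red, n = 7) and of control goats (blue, n = 7), with genes on the horizontal axis and log2(normalized count + 1) on the vertical axis. Each point is 1 goat and the black bars give the mean and SD; the groups do not overlap in PTX3, PTGR1, TNFRSF25 and LCK.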

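*CASP14* (ENSCHIG00000018930, chromosome 7, 100589756 to 100600793) had 103 ± 56.9 normalized counts (SD, n = 7) at 180 min and 27.4 ± 28.3 (SD, n = 7) in the control goats, a log2 difference of 2.87 (standard error 1.02, exact permutation test, p = 0.00408). Its adjusted p-value in the authors' deposited table was 0.361. The reads per goat were 32 to 217 at 180 min and 0 to 70 in the control goats. Of the genes named as caspases in the deposited tables, *CASP14* was the 1 listed at 180 min, and 0 were listed at 30 min.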

The upregulated DEGs in both comparisons are related to apoptosis and inflammatory responses.

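The 2 tables share 120 genes, of which 57 were higher and 59 lower in both comparisons, so that 96.7% changed the same way (Wilson 95% confidence interval 91.7 to 98.7%). With genes of a mean normalized count of at least 10 the share was 95.7%. Both comparisons use the same 7 control goats. In 1000 simulations of unchanged groups set against these control goats, 98.2% of the genes called in both comparisons changed the same way, which is as high as the observed share. When the control goats were split at random so that the comparisons shared none, the median share was 95.8%. The same split left the simulated share at 98.2%, since it changed 0 of the 12321 genes called there, so a high share under this split does not exclude a contribution of the shared control goats. In a direct exact permutation test of the 30 min goats against the 180 min goats over these 120 genes, counts were divided by the effective library size of each goat. The unadjusted p-value was under 0.05 in 5 genes and the adjusted one in 0, but 0.364 is the smallest adjusted p-value that a single gene can reach over 120 genes with 4 goats against 7.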

**Figure 5:**
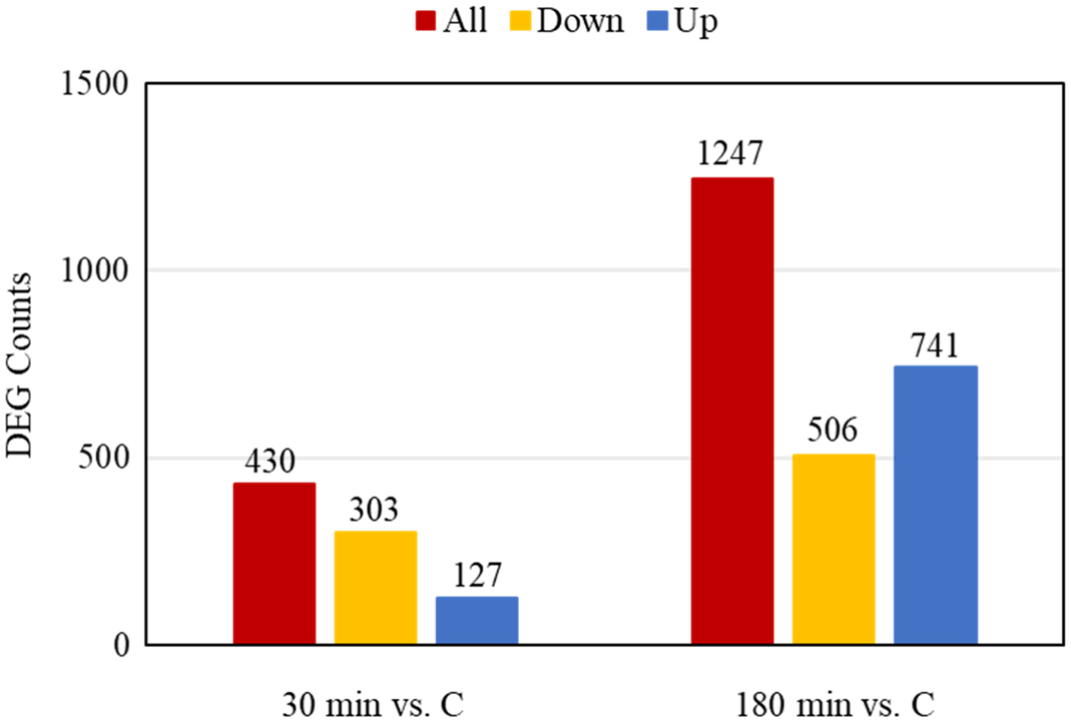
Differentially expressed genes of blood samples from goats subjected to stress treatments (TRT: control, C = not transported but held in pens; 30 min = transported for 30 min; or 180 min = transported for 180 min).

**Figure 6:**
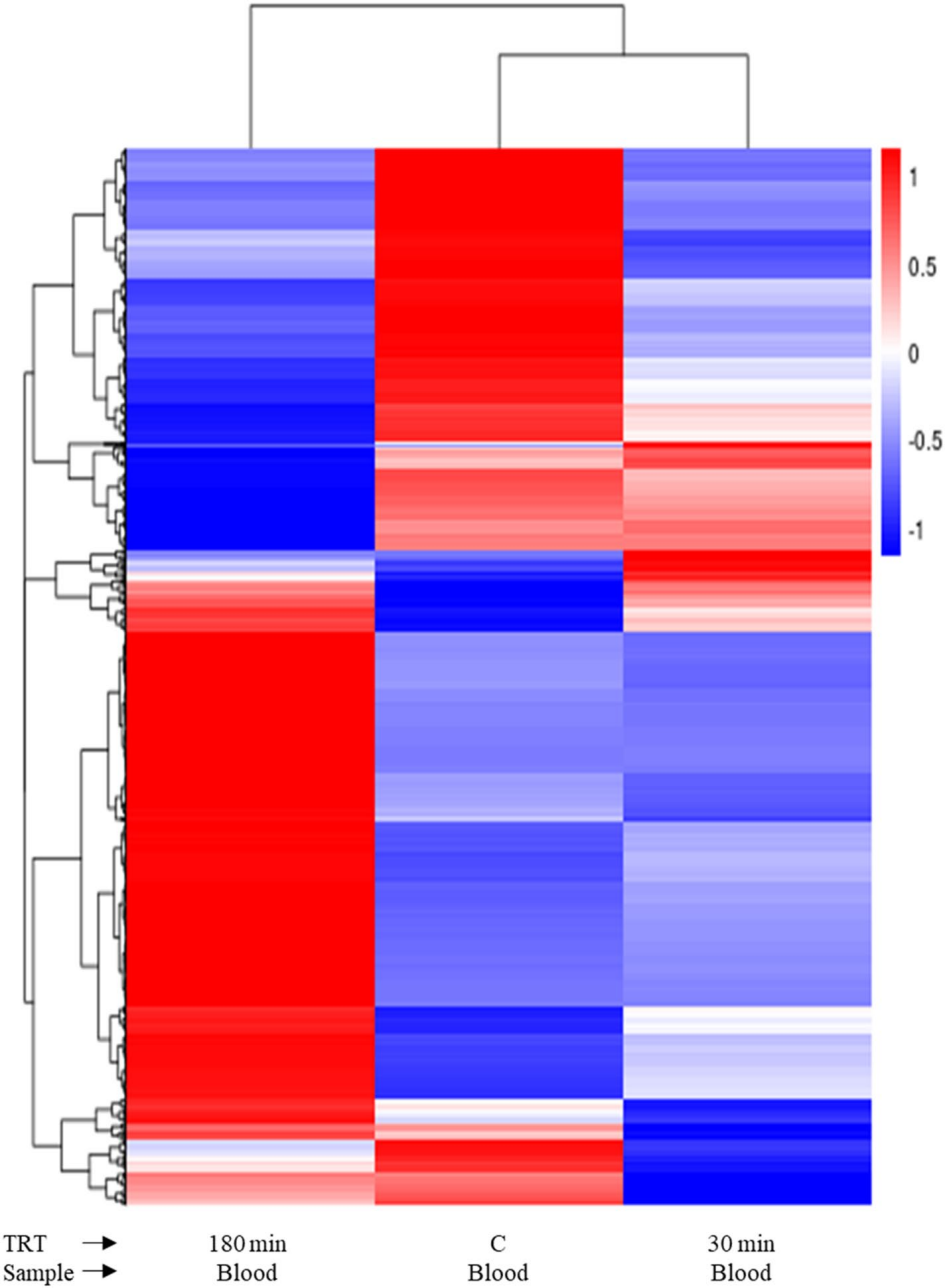
Heat map of differentially expressed genes in blood samples from goats subjected to stress treatments (TRT: control, C = not transported but held in pens; 30 min = transported for 30 min; or 180 min = transported for 180 min).

**Table 3:** Differentially expressed genes (DEG) in blood samples of goats transported for 30 min vs. goats not transported (control).

Gene ID	Log2fold change	*P* value	Gene name	Gene description
Upregulated				
ENSCHIG00000010157	1.695606137	5.62E−10	NFKBIA	NFKB inhibitor alpha
ENSCHIG00000025537	1.417557644	5.12E−08	GADD45A	Growth arrest and DNA damage inducible alpha
ENSCHIG00000026165	1.453109349	4.69E−07	CEBPB	CCAAT/enhancer binding protein beta
ENSCHIG00000013798	1.146338102	2.89E−06	CXCR4	C-X-C motif chemokine receptor 4
ENSCHIG00000012523	3.080881993	0.000023374	PTX3	Pentraxin 3
ENSCHIG00000011855	1.588728094	0.000090640	DDIT4	DNA damage inducible transcript 4
ENSCHIG00000018498	0.744120807	0.003231251	TLR4	Toll like receptor 4
ENSCHIG00000010803	4.495720604	0.009835413	CCL24	C–C motif chemokine ligand 24
ENSCHIG00000020142	2.721596928	0.011144163	CXCL8	C–X–C motif chemokine ligand 8
ENSCHIG00000004093	0.63351115	0.041689969	JUN	Jun proto-oncogene, AP-1 transcription factor subunit
Downregulated				
ENSCHIG00000011793	− 0.635822347	0.000182298	PRAG1	PEAK1 related, kinase-activating pseudokinase 1
ENSCHIG00000011887	− 6.614826723	0.000909012	RARB	Retinoic acid receptor beta
ENSCHIG00000010981	− 2.81799128	0.001304226	IQCG	IQ motif containing G
ENSCHIG00000012700	− 3.625486427	0.001472814	ZDHHC15	Zinc finger DHHC-type containing 15
ENSCHIG00000018125	− 1.665650728	0.001771593	KIF12	Kinesin family member 12
ENSCHIG00000027224	− 4.135466666	0.002768673	NXPH3	Neurexophilin 3
ENSCHIG00000020630	− 1.611893441	0.002836901	WNK4	WNK lysine deficient protein kinase 4
ENSCHIG00000009760	− 0.722057447	0.002993397	MBD4	Methyl-CpG binding domain 4, DNA glycosylase
ENSCHIG00000016682	− 1.211284104	0.003043671	DHRSX	Dehydrogenase/reductase X-linked
ENSCHIG00000006098	− 1.040520403	0.003193152	CERS4	Ceramide synthase 4

**Table 4:** Differentially expressed genes (DEG) in blood samples of goats transported for 180 min vs. goats not transported (control).

Gene ID	Log2fold change	*P* value	Gene name	Gene description
Upregulated				
ENSCHIG00000012523	5.776576685	1.01E−12	PTX3	Pentraxin 3
ENSCHIG00000019426	1.606853293	0.000025757	CAMKK1	Calcium/calmodulin dependent protein kinase 1
ENSCHIG00000023563	1.263688040	0.006030954	MAPK13	Mitogen-activated protein kinase 13
ENSCHIG00000018498	1.291476357	0.000697660	TLR4	Toll like receptor 4
ENSCHIG00000021012	0.791638027	0.009356838	TLR7	Capra hircus toll-like receptor 7 (TLR7), mRNA
ENSCHIG00000012735	0.791638027	0.003685898	TNFRSF1A	TNF receptor superfamily member 1A
ENSCHIG00000010803	3.601218185	0.004798859	CCL24	C–C motif chemokine ligand 24
ENSCHIG00000012371	1.272469567	0.015320533	BCL2L15	BCL2 like 15
ENSCHIG00000018930	1.905512852	0.015444315	CASP14	Caspase 14
ENSCHIG00000016438	0.844031117	0.016935532	BAX	BCL2 associated X, apoptosis regulator
Downregulated				
ENSCHIG00000010981	− 3.295723997	0.00003416	IQCG	IQ motif containing G
ENSCHIG00000026536	− 1.263181204	0.00004094	PTGR1	Prostaglandin reductase 1
ENSCHIG00000003555	− 5.173737307	0.00005095	RF00602	Small Cajal body-specific RNA 21
ENSCHIG00000010592	− 0.986663388	0.00005367	TNFRSF25	TNF receptor superfamily member 25
ENSCHIG00000013860	− 0.741645397	0.00005473	LCK	LCK proto-oncogene, Src family tyrosine kinase
ENSCHIG00000024398	− 2.182544992	0.000109134	INHBB	Inhibin beta B subunit
ENSCHIG00000026098	− 4.840444601	0.000193664	GPR179	G protein-coupled receptor 179
ENSCHIG00000011037	− 2.241685534	0.000198001	UCP1	Uncoupling protein 1
ENSCHIG00000026443	− 1.269291185	0.000407561	RAB37	RAB37, member RAS oncogene family
ENSCHIG00000026725	− 1.225373497	0.00043629	TUBB3	Tubulin beta 3 class III

### Gene ontology

Gene ontology functional annotations were carried out to identify the biological functions of DEGs. A total of 1677 DEGs were identified for two different treatment comparisons of blood samples. 

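The sum of 1677 counts 120 genes 2 times, since they were called in both comparisons, and the tables hold 1557 different genes. In the authors' deposited tables, 75 of the calls had an adjusted p-value under 0.05, and no gene had one in both comparisons. A single goat held more than 50% of the gene's total normalized count in 83 of the genes called at 30 min and in 186 of those called at 180 min.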

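The 32 genes that Table 5 lists under upregulated terms were all higher at 30 min, with a median log2 fold change of 1.00 in the authors' deposited table, and 29 of them had an exact permutation p-value under 0.05. Adjusted over the list alone, 28 did. Over all genes the authors tested, 3 had an adjusted p-value under 0.05 (*NFKBIA*, *GADD45A* and *CEBPB*). Of the 33 genes under downregulated terms, 32 were found by name and all 32 were lower. *CDIP* was not analysed here. The exact permutation p-value was under 0.05 in 9 of the 32 and adjusted over the list alone in 0, and 0 had an adjusted p-value under 0.05 in the authors' deposited table. Of the 3 genes under B cell receptor signaling pathway, 0 had an exact permutation p-value under 0.05. The enrichment of the terms was not tested here, since no annotation of goat genes with terms was used.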

Comparison of 30 min transportation versus control group revealed that biological process (BP) terms related to inflammatory response, leukocyte migration, negative regulation of phosphorylation, leukocyte activation, and cytokine production were significantly (*P* < 0.01) upregulated and BP terms related to B cell receptor signaling pathway, regulation of G-protein coupled receptor protein signaling pathway, immune response-activating cell surface receptor signaling pathway, immune response-activating signal transduction, and cellular response to DNA damage stimulus were significantly (*P* < 0.01) downregulated (Table 5). 

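All 29 genes that Table 6 lists under upregulated terms were higher at 180 min, and 26 had an exact permutation p-value under 0.05, also when adjusted over the list alone. In the authors' deposited table 11 of them had an adjusted p-value under 0.05. All 40 genes under downregulated terms were lower, 26 of them with an exact permutation p-value under 0.05 and 22 when adjusted over the list alone, but 0 had an adjusted p-value under 0.05 in the deposited table, where 20 of the 40 had a value of exactly 1 and were not part of the adjustment. The median gene under an upregulated term had a mean normalized count of 1813, against 49.4 under a downregulated term. Under collagen fibril organization, 1 of the 4 genes had an exact permutation p-value under 0.05, and under response to lipopolysaccharide all 6 had.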

For 180 min versus control comparison, significantly (*P* < 0.01) upregulated BP terms were inflammatory response, interleukin-6 production, regulation of defense process, cytokine production, and tumor necrosis factor production, and significantly (*P* < 0.01) downregulated BP terms were notochord development, collagen fibril organization, negative regulation of cell motility, regulation of nucleotide metabolic process, and response to lipopolysaccharide (Table 6).

**Table 5:** Upregulated and downregulated biological processes in blood samples of goats transported for 30 min vs. goats not transported (control).

Gene ontology ID	Description	*P* value	Gene name
Upregulated			
GO:0,006,954	Inflammatory response	6.7745E−06	NFKBIA, VNN1, HYAL2, PTAFR, TLR4, BST1, CCL24, SOCS3
GO:0,050,900	Leukocyte migration	0.00014867	ICAM1, C5AR1, BST1, CCL24, CXCL8, C5AR2, B4GALT1, SELL
GO:0,042,326	Negative regulation of phosphorylation	0.00045675	GADD45A, DDIT4, DUSP1, HYAL2, TLR4, SAMSN1, SOCS3, JUN
GO:0,045,321	Leukocyte activation	0.0012427	CEBPB, ICAM1, VNN1, HYAL2, TLR4, SAMSN1, CXCL8, PRDM1
GO:0,001,816	Cytokine production	0.00387164	CEBPB, HYAL2, PTAFR, TLR4, KLF4, C5AR1, C5AR2, LITAF
GO:0,010,942	Positive regulation of cell death	0.00725827	GADD45A, FasL, HYAL2, TLR4, B4GALT1, EGLN3, BTG1
GO:0,097,190	Apoptotic signaling pathway	0.01695727	CEBPB, DDIT4, FasL, ICAM1, VNN1, HYAL2, SRGN
GO:0,006,979	Response to oxidative stress	0.00150704	FOS, VNN1, HYAL2, TLR4, TXNIP, MGST1, JUN
GO:0,051,347	Positive regulation of transferase activity	0.12942290	GADD45A, TLR4, KLF4, RALB, ARRDC4
GO:0,045,859	Regulation of protein kinase activity	0.22611585	GADD45A, DUSP1, HYAL2, TLR4, RALB
Downregulated			
GO:0,050,853	B cell receptor signaling pathway	0.00953262	CD79B, BLK, CD79A
GO:0,008,277	Regulation of G-protein coupled receptor protein signaling pathway	0.01239782	PDE6H, GRK1, HTR1B, PALM
GO:0,002,429	Immune response-activating cell surface receptor signaling pathway	0.01495808	CD79B, HRAS, NCR3, BLK, CD79A
GO:0,002,757	Immune response-activating signal transduction	0.01811	TNIP3, CD79B, HRAS, NCR3, C1QBP, BLK, CD79A
GO:0,006,974	Cellular response to DNA damage stimulus	0.02079572	RNASEH2A, RAD54L, NHEJ1, PLK1, NEIL1, YAP1, BATF, CDIP
GO:1,901,361	Organic cyclic compound catabolic process	0.02391816	HSD17B14, RNASEH2A, HTR2A, NT5M, ENTPD2, PCBP4
GO:0,044,283	Small molecule biosynthetic process	0.02914066	GAMT, CRBP1, HTR2A, SPHK1, NT5M, ENTPD2, SRR, TNF
GO:0,050,851	Antigen receptor-mediated signaling pathway	0.04083961	CD79B, HRAS, BLK, CD79A
GO:0,044,270	Cellular nitrogen compound catabolic process	0.04267112	RNASEH2A, HTR2A, NT5M, ENTPD2, PCBP4, PDE1B
GO:0,042,493	Response to drug	0.09572823	JUP, RAD54L, HTR1B, INHBA, YAP1, HTR2A, EZH2, TNF

**Table 6:** Upregulated and downregulated biological processes in blood samples of goats transported for 180 min vs. goats not transported (control).

Gene ontology ID	Description	*P*-value	Gene name
Upregulated			
GO:0,006,954	Inflammatory response	1.0804E−06	IL1R2, VNN1, MAPK14, SLC11A1, TLR4, BCL6, C3
GO:0,032,635	Interleukin-6 production	3.5515E−06	IL18RAP, TLR4, C5AR2, MAPK13, IL1RAP, AKIRIN2
GO:0,031,347	Regulation of defense response	5.0556E−06	IL1R2, IL18RAP, MAPK14, TLR4, LTF, BCL6, C3, FGR
GO:0,001,816	Cytokine production	1.7912E−05	IL1R2, CLEC4E, IL18RAP, C5AR1, MAPK14, SLC11A1
GO:0,032,640	Tumor necrosis factor production	7.6694E−05	TLR4, LTF, RARA, C5AR2, CD14, ARG2, TIRAP
GO:0,000,165	MAPK cascade	0.00041843	PTPN1, C5AR1, MAPK14, IGF1R, RAF1, TLR4, CSF1R
GO:0,032,640	Tumor necrosis factor production	0.00007669	TLR4, LTF, RARA, C5AR2, CD14, ARG2, TIRAP, CARD9
GO:0,002,694	Regulation of leukocyte activation	0.00297987	VNN1, LGALS3, TLR4, BCL6, RARA, FGR, CCDC88B
GO:0,031,098	Stress-activated protein kinase signaling cascade	0.00591152	PTPN1, MAPK14, IGF1R, TLR4, LTBR, GADD45A, MAPK13
GO:0,050,778	Positive regulation of immune response	0.00670115	IL18RAP, MAPK14, SLC11A1, TLR4, LTF, RARA, C3
Downregulated			
GO:0,030,903	Notochord development	0.00410461	CRB2, ID3, YAP1
GO:0,030,199	Collagen fibril organization	0.00233333	COL1A2, SERPINF2, COL1A1, DDR2
GO:2,000,146	Negative regulation of cell motility	0.00589863	GPR18, JUP, PHLDB2, MARVELD3, SPINT2, DUSP10
GO:006,140	Regulation of nucleotide metabolic process	0.00657536	ATP5IF1, PDE4D, IP-10, ME1, PARP1
GO:0,032,496	Response to lipopolysaccharide	0.00687099	CD96, CD6, DUSP10, PDE4D, TNFRSF11A, CCL2
GO:1,902,547	Regulation of cellular response to vascular endothelial growth factor stimulus	0.00196244	DCN, ADAMTS3, JCAD
GO:0,045,879	Negative regulation of smoothened signaling pathway	0.0020109	CD3E, IFT122, TULP3, MOSMO
GO:0,007,254	JNK cascade	0.00223223	MARVELD3, DUSP10, ULK4, ERN2, COPS5, SERPINF2
GO:0,051,090	Regulation of DNA binding transcription factor activity	0.00335442	OTULIN, JUP, ID3, PRKCQ, GTF2A2, COPS5, ADORA3
GO:0,001,568	Blood vessel development	0.00368768	OTULIN, JUP, BAK1, NSDHL, COL1A2, PDCL3, TBX2

### KEGG

The pathway analysis of DEGs related to transportation stress was done using KEGG database. All DEGs obtained from DESeq2 method were mapped to KEGG pathways to determine genes and pathways related to stress. For 30 min versus control comparison, IL-17 signaling pathway, NF-kappa B signaling pathway, chemokine signaling pathway, glycolysis/gluconeogenesis pathways, and toll-like receptor signaling pathway were among those upregulated and significantly enriched (Fig. 7A). 

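Among the genes of the 30 min table that belong to these pathways by name, *TLR4* was the 1 toll-like receptor, *CXCL8* and *CCL24* the chemokines and *CXCR4* a chemokine receptor, and all were higher. Of the kinases named *MAPK*, *MAPK12* was the 1 listed at 30 min, and it was lower. *TLR4* had 1185 ± 182 normalized counts (SD, n = 4) against 707 ± 184 (SD, n = 7), a log2 difference of 0.77 (exact permutation test, p = 0.00909), which was 1.00 after median centring. Its adjusted p-value in the authors' deposited table rounds to 1.00.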

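Of the 22 genes of a list of B cell genes, 6 were in the 30 min table and all 6 were lower. Outside the list, 297 genes were lower and 127 higher. Fisher's exact test could not show these 6 genes to be lower more often than the rest, since even all 6 lower gives p = 0.186. *CD79B* had 2994 ± 558 normalized counts (SD, n = 4) at 30 min against 6309 ± 3596 (SD, n = 7) in the control goats, and *CD79A* had 3415 ± 644 against 5865 ± 2892, with overlapping groups (exact permutation tests, p = 0.0970 and 0.133). For *MS4A1*, chosen with *CD79A* and *CD79B* after the values were seen, with 3086 ± 359 against 4177 ± 711 normalized counts, the exact permutation test gave p = 0.0182.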

Some of the downregulated pathways significantly enriched for this comparison were B cell receptor signaling pathway, glycine, serine, and threonine metabolism, VEGF signaling pathway (vascular endothelial growth factor), TGF beta signaling pathway (transforming growth factor beta), and AGE (advanced glycation end products)—RAGE (receptor for advanced glycation end products) signaling pathway (Fig. 7B). Comparison of 180 min blood versus control group showed that pathways such as toll-like receptor pathway, phospholipase D signaling pathway, NF-kappa B signaling pathway, MAPK signaling pathway, and chemokine signaling pathway were upregulated (Fig. 8A), and steroid biosynthesis, antigen processing and presentation, T cell receptor signaling pathway, phagosome, and Th1 and Th2 cell differentiation were downregulated (Fig. 8B). 

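Of a list of 30 T cell genes, 11 were in the 180 min table and all 11 were lower, against 495 lower and 741 higher genes outside the list (Fisher's exact test, adjusted p = 0.000230 over 5 lists). Genes are not independent replicates, so the test describes the table. Their log2 fold changes in the authors' deposited table lay between -1.09 and -0.54. Chosen after their values were seen, *CD3E* had 2475 ± 710 normalized counts (SD, n = 7) at 180 min and 4240 ± 841 (SD, n = 7) in the control goats (exact permutation test, p = 0.00350), and *CD5* had 800.4 ± 281 against 1545 ± 443 with no overlap between the groups. The toll-like receptors *TLR2*, *TLR4* and *TLR7* and the kinases *MAPK13* and *MAPK14* were listed, all of them higher, but *TLR2* had an exact permutation p-value of 0.198. Of the chemokines named *CXCL* or *CCL*, *CXCL8* and *CCL24* were higher and *CCL2* was lower, with 0.480 ± 1.03 normalized counts (SD, n = 7) against 5.23 ± 5.28 (SD, n = 7) (exact permutation test, p = 0.0291). The gene *IP-10* of Table 6, which this naming leaves out, was also lower. *TLR2* and *CCL2* were chosen after their values were seen.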

The possible relationships among the phenotypic variables determined and the DEGs and pathways identified in response to acute stress in this study are depicted in Fig. 9.

**Figure 7:**
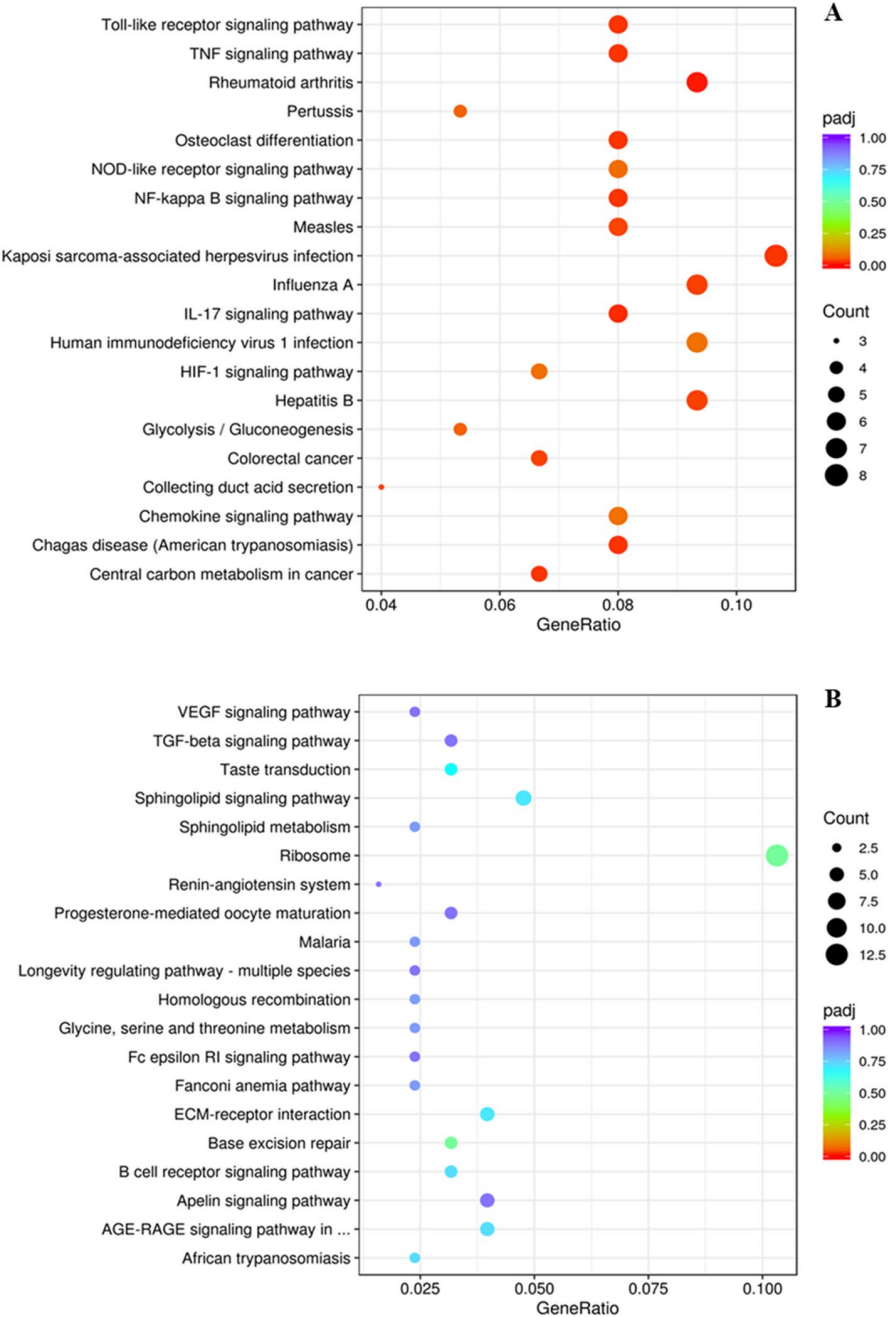
(**A**) Upregulated and (**B**) downregulated KEGG pathways^27^ in blood samples from goats subjected to control (not transported but held in pens) versus 30 min (transported for 30 min) stress treatments.

**Figure 8:**
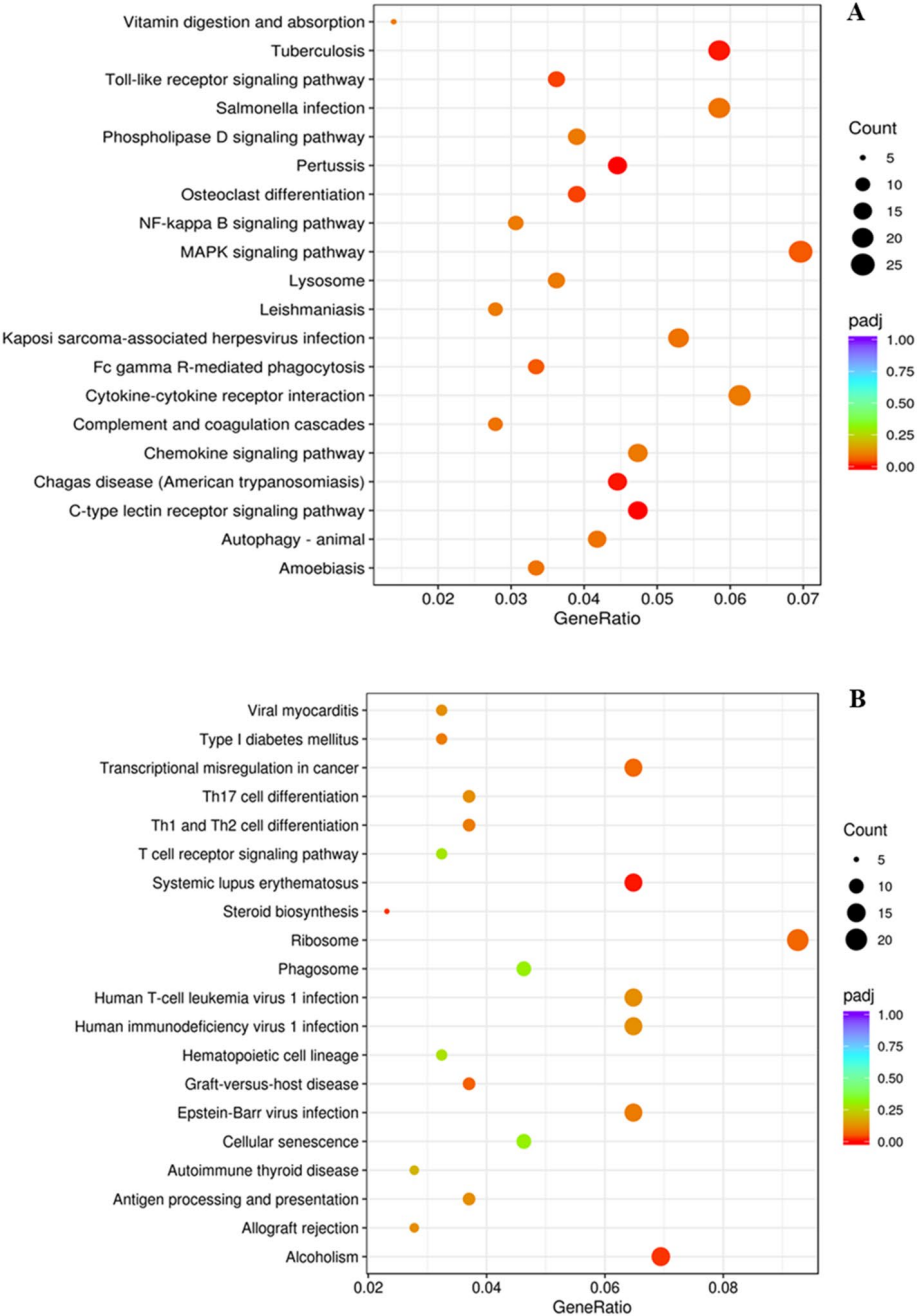
(**A**) Upregulated and (**B**) downregulated KEGG pathways^27^ in blood samples from goats subjected to control (not transported but held in pens) versus 180 min (transported for 180 min) stress treatments.

**Figure 9:**
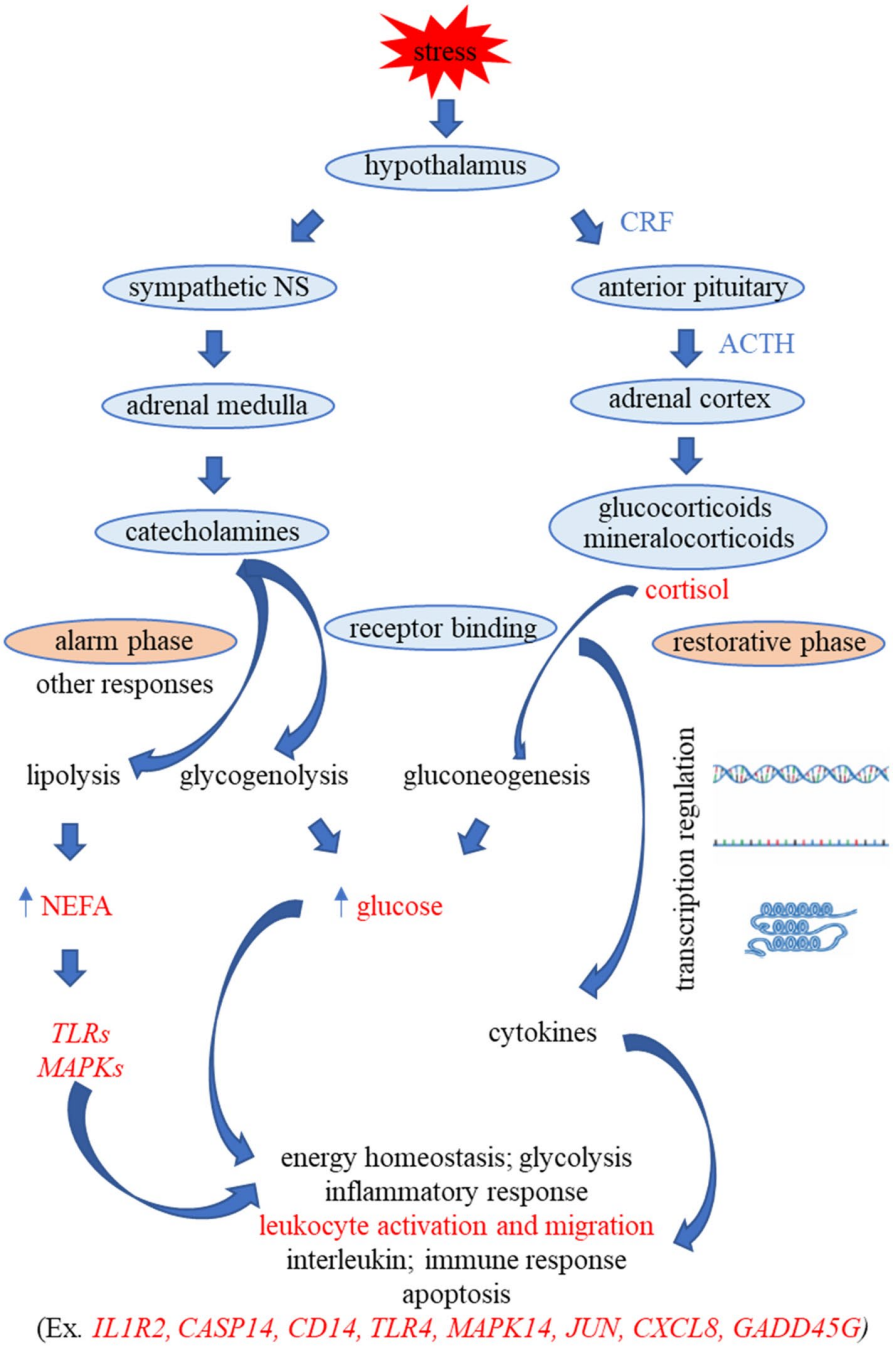
A mechanism model showing the possible relationships among the physiological stress responses measured and differentially expressed genes identified in the blood of goats in this study.

## Discussion

Stress stimulates the hypothalamus–pituitary–adrenal (HPA) axis and sympatho-adrenal axis which activates the adrenal gland to release stress hormones such as epinephrine, norepinephrine, and cortisol^28,29^. An increase in plasma cortisol concentration is a good indicator of transportation stress in goats^3,8,9,30^. Studies in other livestock species have also shown transportation stress causes an increase in cortisol levels^31–33^. In the current study, plasma cortisol concentrations were higher in 30 min and 180 min groups compared to the control group of goats. These results are consistent with the earlier reports that cortisol level increases with increasing transportation time^3,9,34^. However, Bulitta et al.^35^ reported that when cows and bulls were transported for up to 12 h, cortisol concentrations were the highest at a shorter transportation time of 4 h and lowest at 12 h of transportation due to habituation.

Stress hormones act on the receptors through a series of genes and pathways that influence energy homeostasis. Glucocorticoids play an important role in the regulation of carbohydrate, protein, and fat metabolism^36^. Cortisol stimulates gluconeogenesis in the liver and helps in the maintenance of blood glucose levels by breaking down amino acids, glycerol, lactate and propionate^37^. The complexes that are formed when corticosteroids bind to the glucocorticoid receptors in the cytoplasm are transported to the nucleus to act as transcription factors to modulate gene expression^38,39^.

Plasma glucose levels are used as indicators of stress in small ruminants^40^. Stress stimulates the secretion of epinephrine from the adrenal medulla, which activates glycogenolysis in the liver and muscle. Transportation stress has been reported to elevate plasma glucose levels, primarily due to the breakdown of glycogen in the liver^41^. In our study, glucose concentrations increased with increasing transportation time. The glucose response seen in this study is consistent with those in earlier studies conducted on transportation effects in cattle and bulls^35,42^.

In addition to increasing plasma glucose concentrations during stress, catecholamines also stimulate lipolysis resulting in increases in plasma NEFA concentrations^9,43^. Plasma NEFA concentrations were reported to be higher in Holstein heifers transported for 100 km and 200 km than in a control group of heifers^43^. In our study, NEFA levels in both 30 min and 180 min groups were higher than the control group. Other stressors also cause increases in NEFA concentrations in goats, as feed deprivation has been reported to increase plasma NEFA concentrations^44^. An increase in NEFA concentration has been suggested to activate signaling pathways that regulate gene expression, in addition to their role in providing energy^45^. Plasma CK activity increases in response to stress, muscular activity, and/or muscle damage in animals^3^, although in the present study, CK activities were not significantly affected by transportation. Transportation itself is unlikely to cause increases in plasma CK activities; however, vigorous physical activities such as herding, loading, and unloading are more important in determining plasma CK levels in goats. Agonistic encounters, particularly when goats are horned, are likely to cause muscle damage and elevation of CK activities. The goats used in the present experiment were horned Spanish goats; however, behaviors were not observed during transportation. Kannan et al.^9^ also did not see an increase in plasma CK levels after transportation in Alpine goats.

One of the most significant effects of stress in animals is that it suppresses and weakens the immune system^29^. Stress affects the immune system through the actions of glucocorticoids and catecholamines. Glucocorticoids are known to act on the T helper cells resulting in type 1/type 2 cytokine production, which alters the balance of cellular and humoral immunity and reduces immune function in the body^46^. In the present study, the N/L ratio was higher in the 180 min group compared to 30 min or control groups due to an increase in neutrophil counts and decrease in lymphocyte counts. A similar effect has been previously reported in Spanish goats^3^. Zulkifli et al.^34^ noted that goats transported by road under hot and humid tropical conditions showed drastically altered N/L ratios. A large number of DEGs related to inflammatory response such as *IL1R2, MAPK14, TLR4, CCL24, CXCL8,* and *BCL6* were identified in our treatment comparisons. 

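*MAPK14* (chromosome 23, 38678484 to 38748669) had 2658 ± 1611 normalized counts (SD, n = 7) at 180 min and 970 ± 201 (SD, n = 7) in the control goats, a log2 difference of 1.28 (exact permutation test, p = 0.00175), and 0.75 after median centring (exact permutation test, adjusted p = 0.0713). *BCL6* (chromosome 1, 79303611 to 79318601) had 3865 ± 2428 against 1282 ± 708, a log2 difference of 1.47 (exact permutation test, p = 0.0134), and 0.94 after median centring (exact permutation test, adjusted p = 0.0861). *CCL24* (chromosome 25, 33854614 to 33856929) had at most 2 reads in any control goat. It was at least 4.53-fold higher at 30 min, where goat 24 held 78.0% of its total normalized count (exact permutation test, p = 0.0788), and it had 8.86 ± 11.4 against 0.798 ± 1.36 normalized counts at 180 min (exact permutation test, p = 0.0216), where the adjusted p-value in the same exact test was 0.112 after median centring. *CXCL8* (chromosome 6, 89335259 to 89340420) had 138 ± 160 normalized counts at 180 min against 28.9 ± 38.8, with 40.0% of its total in goat 15 (exact permutation test, adjusted p = 0.0253, 0.0529 without goat 15 or 16, and 0.0861 after median centring). *BCL6* and *MAPK14* at 30 min were not analysed here.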

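*JUN* (ENSCHIG00000004093, chromosome 3, 33529573 to 33530580) had 389 ± 101 normalized counts (SD, n = 4) at 30 min and 250 ± 74.9 (SD, n = 7) in the control goats, a log2 difference of 0.66 (standard error 0.25, exact permutation test, adjusted p = 0.0374). With all goats limma gave an unadjusted p-value of 0.0559. The adjusted p-value in the exact permutation test was 0.0732 after median centring, and between 0.0547 and 0.134 with any of the 4 transported goats or control goat 1, 3, 7 or 9 left out. It was highest without goat 21, where the difference was 0.50. *CXCL8* had 177 ± 111 normalized counts at 30 min and 27.1 ± 37.6 in the control goats, a log2 difference of 3.79 (exact permutation test, adjusted p = 0.0339). With goat 21, 22, 24 or 27 left out, its adjusted p-value in the exact permutation test was between 0.0547 and 0.0766, and with a pseudocount of 0.1 it was 0.0599. *JUN* at 180 min was not analysed here.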

Leukocyte activation and proliferation (ex. *JUN, CXCL8, TLR4*) was among the significantly upregulated biological process identified in our study. The *IL1R2* gene was found to be significantly upregulated in goats in the 180 min versus control comparison, which is also involved in biological processes such as regulation of defense mechanism and cytokine production, in addition to inflammatory response. 

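*IL1R2* (ENSCHIG00000024086) lies on chromosome 11 from 6611209 to 6650345. Its normalized count was 3466 ± 3179 (SD, n = 7) at 180 min and 117 ± 84.8 (SD, n = 7) in the control goats, a log2 difference of 4.57 (standard error 0.74). Every transported goat was above every control goat (exact permutation test, p = 0.000583, the smallest that 7 goats against 7 allow). The difference stayed between 4.24 and 5.07 with each goat left out in turn. *IL1R2* had the smallest adjusted p-value of the authors' deposited table, 1.95e-10 from DESeq2, and a deposited log2 fold change of 4.89.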

There are two subtypes of interleukin type 1 receptors, *IL1R1* and *IL1R2*, and both have significant effects on immune response and inflammatory reactions^47^. Interleukin 8 (*CXCL8*) and *CCL24* are chemokines known to aid chemotaxis in leukocytes. Chemokines could cause the recruitment of neutrophils and lymphocytes to affected tissues since stress transcriptionally triggers inflammatory reactions^48^. Fernando et al.^49^ reported that *BCL6* (B-cell lymphoma 6) has evolved to enable stress tolerance in vertebrates as a part of the heat shock factor 1 (*HSF1*)-induced response to stress. Zhao et al.^50^ suggested that *JUN* and *CXCL10* could be among the molecular biomarkers for transportation stress in cattle. The *JUN* gene is involved in multiple pathways, including B cell function, proliferation, and survival as well as apoptosis^51^. Based on the DEGs identified in response to transportation stress in goats in our study along with those reported in cattle^50^, *JUN* and *CXCL* gene family could also be biomarkers for transportation stress in sheep. While animals can withstand mild to moderate stress due to stimulation of the immune system, severe stress is likely to have a negative effect on the animal’s ability to fight infections^14^.

The DEGs enriched related to stress response were inflammatory response, apoptotic response, exosome (RNase complex), kinase activity, and cytokine receptor binding in our study. Similar DEGs were identified in pigs subjected to cortisol treatment^12^. The release of short- and long-acting stress hormones and their actions on receptors in cells are important factors that initiate the change in gene expression and alter cellular homeostasis in response to stress^52^. Specifically, cortisol and catecholamines modulate immunity by acting on the receptors on antigen presenting cells that either releases or inhibits the mediators of inflammation and immunity^53^. Glucocorticoids are also involved in the apoptosis mechanism^54^ through the activation of caspases^55^. The caspase family of genes are involved in signaling pathways of apoptosis, necrosis, and inflammation^56^, and the DEGs related to inflammation are also invariably involved in cell apoptosis. The nuclear factor kappa B (*NF- k B*) is a transcriptional factor, which is a primary regulator of stress response that is activated by *TLRs* through MyD88-dependent signaling pathway^57^, inducing apoptosis^58^. Our study also revealed that *CASP14* expression was significantly upregulated among the DEGs, in addition to genes such as *TLR4, TLR7, NFKBIA* (nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor alpha), *CEBPB* (CCAAT/enhancer-binding protein beta), *JUN, GADD45G, DDIT4* (DNA damage-inducible transcript 4)*, MAPK4* that are related to both inflammation and apoptosis. 

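*DDIT4* (chromosome 28, 17294525 to 17296086) had 1793 ± 142 normalized counts (SD, n = 4) at 30 min against 596 ± 301 (SD, n = 7), a log2 difference of 1.76, and 1915 ± 638 (SD, n = 7) at 180 min against 654 ± 302, a log2 difference of 1.63. In both comparisons every transported goat was above every control goat, and the adjusted p-values in the authors' deposited tables were 0.171 and 0.00642. *GADD45G* and *MAPK4* were not analysed here. *GADD45A*, of the same family as *GADD45G*, was called higher in both comparisons. Its adjusted p-value in the authors' deposited tables was under 0.05 at 30 min only. *CEBPB* at 180 min had 5210 ± 5890 normalized counts (SD, n = 7) against 1968 ± 446 (SD, n = 7). Its log2 difference was 0.55 (exact permutation test, p = 0.447). The paper proposes that stress hormones bring about apoptosis through toll-like receptors, caspases and related signaling, and it relates the activation of these receptors to the increased NEFA concentrations.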

Growth arrest DNA damage 45 (*GADD45G*) genes are involved in stress signaling in response to physiological or environmental stressors resulting in cell cycle regulation, DNA repair, and apoptosis^59^. There is further evidence in our study that stress activates TLRs and related signaling pathways in goats, as increased NEFA concentrations have been suggested to stimulate *TLRs*^60^.

Gene ontology terms also showed that several biological processes related to energy metabolism were upregulated (ex. response to oxidative stress, stress-activated protein kinase signaling cascade, stress-activated *MAPK* cascade). Enriched KEGG pathways were mainly related to stress response, inflammatory response, apoptosis pathways, glycolysis and gluconeogenesis, and chemokine signaling pathway. Previous studies on transcriptome profiling in goats and cattle have shown that wingless-type MMTV integration site family (Wnt), MAPK, and PI3K-Akt signaling pathways play an important role in stress and apoptosis^61^. Both the activation and the effects of MAPK signaling appear to be complex phenomena. While the MAPK signaling pathway regulates stress responses and influences lipid metabolism^62^, stress-activated MAPK signal transduction has also been reported to prevent cell growth and promote apoptosis^63^. Akira et al.^64^ reported that the *TLRs* stimulate complex intracellular signaling resulting in the activation of the *MAPKs* and transcription factors. Furthermore, Zbinden-Foncea et al.^61^ found evidence in mice that circulating NEFA concentrations stimulate *MAPK* through the activation of *TLRs* in times of energy demand, although the authors emphasized the need for more elevation of NEFA concentrations played a role in the activation of both *TLRs* and *MAPKs*. Studies conducted in magpie birds and duroc pigs have further confirmed that MAPK pathway plays an important role in regulating energy homeostasis and physiological stress responses^65,66^.

Transcriptomic profiling in concert with phenotypic measures and other approaches such as metabolomic analysis can complement the data and allow for a better comprehension of the effects of stress in livestock. This study provided valuable information on the possible molecular mechanisms involved in response to transportation stress in Spanish goats. As shown in Fig. 9, the activation of adrenal cortex in response to transportation stress results in the release of glucocorticoids that bind to specific receptors in the cytoplasm. These complexes are then transported from cytoplasm to the nucleus to act as transcription factors to modulate gene expression (ex. *JUN, CXCL8, IL1R2, GADD45G, NFKBIA, CASP14*) via activation of cytokines, and thus regulate leukocyte, immune, inflammatory, and apoptotic responses. 

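Of a list of 34 genes known to be induced by glucocorticoids, 16 were called at 30 min and all 16 were higher, against 111 higher and 303 lower genes outside the list (Fisher's exact test, adjusted p = 4.98e-09 over 3 lists). At 180 min 14 were called, 13 of them higher (Fisher's exact test, adjusted p = 0.0113 over 5 lists). At 30 min 15 of the 16 had an exact permutation p-value under 0.05, and at 180 min 6 of the 14. In the authors' deposited tables, 4 of the 16 and 4 of the 14 had an adjusted p-value under 0.05. Genes are not independent replicates, so the Fisher tests describe the tables. A change in the mix of blood cells was not tested for these genes. The paper names 10 of the 16 and 8 of the 14 in its tables or text, and 3 of each set are also in another list. Among these genes, *TSC22D3* and *SGK1* were chosen after their values were seen. *TSC22D3* had 7561 ± 1903 normalized counts (SD, n = 4) at 30 min and 4019 ± 807 (SD, n = 7) in the control goats, and *SGK1* had 2213 ± 680 against 897 ± 328 (exact permutation tests, p = 0.00303 and 0.00606). The authors' deposited table gives *TSC22D3* and *SGK1* at 30 min adjusted p-values from DESeq2 of 0.335 and 0.231. At 180 min *SGK1* had 2843 ± 2585 normalized counts (SD, n = 7) against 1010 ± 401 (SD, n = 7). Its log2 difference was 0.86 (standard error 0.71, exact permutation test, p = 0.254), with an adjusted p-value from DESeq2 of 0.332 in the authors' deposited table. *TSC22D3* at 180 min was not analysed here.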

The effect on leukocytes is reflected phenotypically by an increase in N/L ratio as observed in the present experiment. The increase in plasma NEFA concentrations activates both TLRs and MAPKs that regulate energy homeostasis pathways during stress among other functions. With the further characterization of DEGs in response to transportation, it is possible to identify novel biomarkers for stress in goats that will enable development of better husbandry practices.

## Conclusions

We analyzed the effect of transportation on stress phenotypically and using RNA-seq methodology to further understand the intrinsic mechanism of changes taking place at the molecular level. Specifically, we focused on the genes and pathways related to stress, inflammation, energy homeostasis, and cell apoptosis. Stress levels were higher in the transported group compared to the non-transported controls as confirmed by higher concentrations of cortisol, glucose, and NEFA in the transported goats. In addition, lymphocyte counts decreased, and neutrophil counts and N/L ratios increased due to stress in goats, possibly reducing the body’s ability to fend off infections. The DEGs related to inflammatory pathways, caspases, and apoptosis were highly expressed in the transported group of goats compared to non-transported goats. 

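*CD14* (chromosome 7, 58732435 to 58733556) had 5000.0 ± 3824 normalized counts (SD, n = 7) at 180 min and 1710 ± 1002 (SD, n = 7) in the control goats, a log2 difference of 1.43 with 6 of the 7 transported goats above the control median. The exact permutation test gave an adjusted p of 0.0375 with all goats and between 0.0563 and 0.0763 without transported goat 11, 14, 15 or 16 or control goat 1, 8 or 9. The exact Mann-Whitney test gave an adjusted p of 0.0530. The difference was 0.90 after median centring (exact permutation test, adjusted p = 0.173). *CD14* at 30 min was not analysed here.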

Several DEGs related to inflammatory response such as *IL1R2, CASP14, CD14, TLR4, and MAPK14* were identified in our comparisons. Stress hormones could induce apoptosis by activating TLRs, caspases, and related signaling pathways. Stress-related increases in plasma NEFA concentrations likely activate MAPK signaling through stimulation of TLRs. Stress in goats leads to a sequence of events at cellular and molecular levels that are related to the changes in blood metabolites, energy metabolism, leukocyte counts, and apoptosis. Although further confirmations are warranted, the RNA-seq analysis in this study enabled us to determine the levels of mRNA in the blood of stressed goats and identify DEGs leading to a better understanding of the biological pathways affected. The results of this study may be useful in developing suitable targeted management methods, from antioxidant feed supplement to selection of animals for breeding, that will help minimize the negative impacts of transportation stress on health, welfare, and productivity.

## Supplementary Information

Supplementary Information.

## Data Availability

The raw data and processed data have been submitted to the Gene Expression Omnibus (GEO). The accession number is GSE210841.

How the deposited data were processed for this re-analysis (not part of the article)

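RNA from the blood of 18 goats was sequenced, 1 library per goat: 7 control goats, 4 goats transported for 30 min and 7 goats transported for 180 min. Goats were assigned to groups from the sample labels, and no sample was left out. The goats of the 3 groups have different numbers, and no paired or day term was fitted. Counts of each pair of goats of a group were compared over part of the listed genes. These were 282 to 376 genes in the 30 min comparison and 930 to 1051 in the 180 min comparison. No pair had equal counts in more than 1.42% of the genes compared.

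The authors cleaned the reads with fastp and mapped them to the goat genome with HISAT2; the paper's text does not name the genome build or the counting tool, and its methods name both edgeR with TMM and DESeq2. The deposited raw counts are the whole numbers of reads the authors counted on each gene. The normalized counts (the signal used here) are those counts divided by one size factor per goat, as the authors computed it in DESeq2 for each comparison separately. The deposited FPKM are the counts divided by the gene length and by one effective library size per goat. The deposited log2 fold changes are the authors' DESeq2 estimates of transported over control. The deposited p-values and adjusted p-values are from the same fit, adjusted by the authors. From the 5 smallest p-values, the adjustment covered 20719 genes at 30 min and 9944 at 180 min. At 180 min, 849 of the listed genes were among these, and 398 with a deposited value of 1 were not. The tables hold the genes with an unadjusted p-value under 0.05 (430 and 1247 genes, 119 and 308 of them without a gene name). Gene names are those of the tables; none of the 1557 gene identifiers was found in the reference table of gene symbols, and 1077 of the 1162 names were.

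The listed genes were tested with limma (lmFit and eBayes, two-sided) on log2(normalized count + 1). The design named edgeR's quasi-likelihood test as the main test only if counts of all genes were given, because TMM factors and dispersions need the unchanged genes; the tables hold called genes only, so limma stayed the main test, and edgeR and DESeq2 were fitted to the counts as alternatives. No false discovery rate over the listed genes is claimed. Single genes were tested with an exact two-sided permutation test of the difference of mean log2(normalized count + 1) over all 330 splits at 30 min and all 3432 at 180 min, with Benjamini-Hochberg adjustment over the 21 and 27 named genes. The 30 min and 180 min goats were compared directly on log2(count + 1), with counts scaled by the effective library size of each goat, because the size factors of the tables were computed separately. Directions of gene lists with at least 5 listed genes were tested with Fisher's exact test against the rest of the table. A group was taken as at the floor where every goat had 3 counts or fewer.

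The following were set before the data were examined: the alternatives, the gene lists, and the rule for the genes named in the text. The rule takes every gene of Tables 3 and 4 and every gene that the Results or Discussion name as a result, and in each comparison the 3 highest and 3 lowest log2 fold changes among named genes with a deposited adjusted p-value under 0.05 and no overlap between the groups. Genes of Tables 5 and 6 are reported as groups. The alternatives were pseudocounts of 0.1 and 10, genes with a mean normalized count of at least 10, centring each goat on the median of the listed genes, a variance trend in limma, per-gene permutation and Mann-Whitney tests, edgeR with TMM, DESeq2, and leaving out each goat in turn. Scaling by the effective library sizes and edgeR with the deposited size factors were added after seeing the data.

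The lists, written from general knowledge, were of genes of neutrophils, T cells, B cells, NK cells, monocytes, eosinophils, red cells, platelets, connective tissue and the cell cycle, of genes induced by glucocorticoids, immediate early genes and interferon-stimulated genes, and of ribosomal protein and histone genes.

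The models were tested on simulated counts with the means and library sizes of the real goats and 200 changed genes (log2 fold change of 2 in either direction). At 30 min limma recovered 135 of the 200 at a p-value under 0.05, and 14 of the 230 unchanged genes passed; at 180 min it recovered 142 of the 200, and 56 of the 1047 unchanged genes passed. The exact permutation test gave a p-value under 0.05 in 0.052 of 2000 simulated null genes for 4 against 7 and in 0.0505 for 7 against 7.

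R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 was used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Confidence intervals of shares are Wilson 95% intervals. Counts of reads cover counting error only. Enrichment of Gene Ontology terms and KEGG pathways was not repeated, and hormone, metabolite and leukocyte data were not analysed here.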

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

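The test of goat 10 at high counts was chosen after the result was seen, and the tests on its size factor and on low counts were chosen before.

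In each group of goats, the highest and the lowest value of every named gene, of the effective library size and of the share of reads on the listed genes were compared with the nearest of the others. A single goat stood apart in 8 of 103 groups, where chance gives 5.15. Control goat 8, the library with the fewest reads, was the lowest in 3 of them. It had 437 normalized counts of *NFKBIA* (the other control goats 716 to 863), 1038 of *CEBPB* (1711 to 2317) and, in the 180 min table, 11.8 of *UCP1* (30.0 to 54.9). Without it, the log2 differences of *NFKBIA* and *CEBPB* at 30 min were 1.55 and 1.31, and that of *UCP1* at 180 min was -2.87.  At 30 min, goat 27 had 3.30 normalized counts of *IQCG* (the others 13.3 to 16.8), goat 24 had 6.44 of *WNK4* (27.5 to 34.0) and goat 21 had 3934 of *PTX3* (2213 to 2317). Without goat 24 the log2 difference of *WNK4* was -1.13 (exact permutation test, adjusted p = 0.0673). At 180 min, goat 10 had 0 reads of *INHBB*, where the others had 13.2 to 40.9 normalized counts. Without goat 10 the log2 difference of *INHBB* was -1.85. The 7 groups of goats with such a value of a gene had a median log2(normalized count + 1) of 5.07 against 8.06 in the 89 others, a difference that was not past the threshold (exact Mann-Whitney test, p = 0.762), so low counts were not shown to be behind them and are not excluded. The number is near that expected by chance, and no biological explanation was tested.

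The share of reads on the listed genes was 26.2% in goat 10, against 7.93 to 14.3% in the other 6 goats transported for 180 min. Goat 10 was the highest of all goats in 427 of the 741 genes called higher at 180 min. If its size factor were too small, its values would be raised in the genes called lower too. It was the highest of the 7 transported goats in 40 of the 494 such genes with a read in any of them. This is 8.10% (Wilson 95% confidence interval 6.00 to 10.8%), under the 14.3% of an even split. These genes were chosen for low values in the transported goats, goat 10 included. The even split is thus not the share to compare with, and the test cannot exclude the size factor. Of the genes called higher with a mean normalized count of at least 1000, goat 10 was the highest of the transported goats in 56.3%. This argues against noise from few reads as the whole cause. With a mean under 100 the share was 65.8%, so a contribution of low counts stays open. Without goat 10 limma called 695 genes. The share of reads on the listed genes does not use the size factor, so a size factor that is too small cannot account for the 26.2%. For the number of genes in which goat 10 was the highest, such a size factor stays open. A stronger response of this goat or a different mix of blood cells also stays open and was not tested.

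Of the 120 genes called in both comparisons, 4 were lower at 30 min and higher at 180 min: *GAREM2*, *INHBA*, *SPHK1* and ENSCHIG00000001668. In *GAREM2* and *INHBA*, every goat at 30 min was below the mean log2 value of the control goats and every goat at 180 min above it. This did not hold in *SPHK1* and ENSCHIG00000001668 (direct exact permutation tests, unadjusted p = 0.188 and 0.0273). In the direct exact permutation test, goats at 30 min and at 180 min differed by -4.05 in *GAREM2* (p = 0.00303, adjusted p = 0.364 over 120 genes) and by -2.87 in *INHBA* (p = 0.0121, adjusted p = 0.485). With 4 goats against 7, no single gene can have an adjusted p-value under 0.364 over 120 genes, so the correction decides nothing here. The genes were picked for opposite calls on these same goats, so the unadjusted p-values are not independent evidence of a difference. *GAREM2* had few reads, at most 6 in any goat at 30 min. These values are counts divided by the effective library size of each goat, so the size factors, computed separately for the 2 tables, do not enter them. An effect of the time of transport was not tested apart from other differences between these goats.

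*SOCS1* and *SLC26A8* are in the tables and not discussed in the paper. *SOCS1* had 422 ± 153 normalized counts (SD, n = 4) at 30 min against 74.3 ± 32.0 (SD, n = 7), a log2 difference of 2.56 with no overlap (exact permutation test, p = 0.00303), and 2.79 after median centring. *SLC26A8* had 1314 ± 771 (SD, n = 7) at 180 min against 118 ± 76.0 (SD, n = 7), a log2 difference of 3.46 with no overlap (exact permutation test, p = 0.000583), and 2.93 after median centring. With each goat left out in turn the differences stayed between 2.34 and 2.74 and between 3.20 and 3.77. Neither scaling nor a single goat accounts for them. A change in the mix of blood cells was not tested for these 2 genes and stays open beside an effect of transport.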

How the results depend on the processing

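The edgeR fit with the deposited size factors and the scaling by effective library sizes were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the goats of the 3 groups have different numbers in the labels.

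The limma count of 198 genes at 30 min stayed within 1.5 times under each alternative except DESeq2 (393 genes), edgeR with the deposited size factors (304) and leaving out goat 21 (109) or goat 24 (105), with a range of 105 to 221 genes over the 11 fits that each left out a goat. The count of 778 genes at 180 min moved beyond that range with DESeq2 (1212), and lay between 625 and 762 over the 14 fits without a goat. The cause of the DESeq2 counts was not tested; the tables were selected with that tool. The count under each alternative does not show that the same genes were called.

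Of the genes in the deposited tables, an adjusted p-value under 0.05 left 5 at 30 min and 70 at 180 min, and adding an absolute log2 fold change of at least 1 left 5 and 60; these follow from the stricter threshold.

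All 21 named genes at 30 min and all 27 at 180 min kept their direction in each alternative. At 30 min, 17 of the 21 had an adjusted permutation p-value under 0.05, and between 10 and 17 with a goat left out: 11 without goat 21 and 10 without goat 24, where fewer splits exist. At 180 min, all 27 had one, 27 when scaled by the effective library sizes, 16 after median centring, whose level is set by the called genes themselves, and between 23 and 27 with a goat left out. At 30 min, 9 genes were no longer past the threshold in at least 1 alternative, and 2 came to pass it (*CCL24* without goat 27 and *NXPH3* without control goat 9). At 180 min 13 genes were no longer past it in at least 1 alternative.

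The gene lists kept their direction. Connective tissue had fewer than 5 genes with a mean of at least 10 or without the genes whose medians go the other way, and no list had 5 genes with an adjusted p-value under 0.05, so these were not run. The share of same-direction genes was within its interval in both alternatives.

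The median share of a gene's group total in its highest goat was 36.3% at 30 min and 29.0% in the control goats of that table, and 32.1% and 26.2% in the 180 min table. With genes of a mean of at least 10 these were 34.5%, 24.5%, 28.1% and 23.9%, because genes with few counts were left out. A mean normalized count under 10 was found in 95 of the 303 genes called lower and 18 of the 127 called higher at 30 min, and in 141 of 506 and 100 of 741 at 180 min. Whether more reads would change their calls was not tested.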

Differences from the paper's values

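No test in this part was chosen after the result was seen, apart from the edgeR fit with the deposited size factors.

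The paper's count of 430 differentially expressed genes at 30 min equals the number of listed genes, of which limma called 198. The paper's 303 lower genes stand against 105. At 180 min the paper's 741 higher and 506 lower genes stand against 459 and 319, and its total of 1677 against 976. Of the alternatives set before the data were examined, DESeq2 on the listed genes came within 1.5 times of all 5 of these counts, with 393, 269, 727, 485 and 1605 genes. For the higher genes at 180 min the variance trend in limma also did (500), and for the lower genes median centring (477) and edgeR with TMM (470). The others did not. With the deposited size factors, chosen after seeing the values, edgeR came within 1.5 times of the count at 30 min (304) and of both counts at 180 min (648 and 370).

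For *TLR7*, the paper's Table 4 gives a log2 fold change of 0.791638027, which is the deposited value of *TNFRSF1A*, and the authors' deposited table gives 0.84 for *TLR7*. The log2 ratio of group means of *TLR7* from the normalized counts was within the replicate SD of the paper's value, as for each of the 37 genes of Tables 3 and 4 with such a ratio. For the other 3, *RARB* at 30 min and *CCL24* in both comparisons, the fold is only a lower bound, under the paper's fold, and the difference of mean log2(normalized count + 1) was smaller than the paper's value by more than the SD. No alternative applies to a deposited value.

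The paper's methods set an adjusted p-value under 0.05 as the limit for a differentially expressed gene. In the authors' deposited tables, 5 genes at 30 min and 70 at 180 min were under it. The paper gives *RARB*, *IQCG*, *NXPH3* and *CCL24* as changed at 30 min, and the exact permutation tests gave p = 0.0758, 0.109, 0.0515 and 0.0788 for them. DESeq2 and both edgeR fits, of which the one with the deposited size factors was chosen after seeing the values, called all of these at an unadjusted p-value under 0.05. In limma, *RARB* and *NXPH3* were called, *IQCG* with a variance trend or a pseudocount of 10, and *CCL24* after median centring; some limma fits without a goat also called each of them. In the permutation test, *CCL24* was called without goat 27 and *NXPH3* without control goat 9.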

Other observations

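The tests of explanations for the lists at 180 min, of the depth of the control goats and of the shared control goats were chosen after the results were seen.

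At 180 min all 13 listed genes of the neutrophil list were higher (Fisher's exact test, adjusted p = 0.00314 over 5 lists) and all 11 of the T cell list lower, while the paper counted more neutrophils and fewer lymphocytes in the same group. The paper names 2 of these neutrophil genes (*CLEC4E* and *LTF*) and 6 of the T cell genes in its tables or text. A single scaling error per library would move both lists the same way. Genes were listed for a call in either direction, and the T cell list differed from the rest of the table towards lower calls (Fisher's exact test, adjusted p = 0.000230) and the neutrophil list towards higher ones, which argues against such an error as the whole cause. Genes are not independent, so these p-values describe the table. A candidate explanation is a change in the mix of blood cells. With more neutrophils and unchanged expression per cell, the genes of a list would rise together; 5 of the 13 neutrophil genes deviated from the list mean, among them *CSF3R* and *MMP25* by -1.04 and -0.57 and *ALPL* and *CLEC4E* by 2.08 and 1.35 (exact permutation tests, Benjamini-Hochberg adjusted p under 0.05). Genes that other blood cells also express would rise by less, so this leaves the share of neutrophils open. Of the 11 T cell genes, 0 deviated (the smallest unadjusted permutation p-value was 0.120), but these genes were in the table because they were called. A change in cell mix and a change in expression per cell cannot be told apart for these genes without cell counts of the same samples.

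The other lists with at least 5 genes in the 180 min table were cell cycle and connective tissue, each with 5 genes, all lower (Fisher's exact test, adjusted p = 0.0113 for both). At 30 min, 7 of 8 immediate early genes were higher (Fisher's exact test, adjusted p = 0.00157), 3 of which are also in the glucocorticoid list. Of the 5 connective tissue genes, 0 had an exact permutation p-value under 0.05, adjusted or not; *COL1A1*, chosen after its values were seen, had 3.44 ± 3.82 normalized counts (SD, n = 7) at 180 min against 31.1 ± 56.2 (SD, n = 7). The remaining lists had too few genes to test. At 30 min the neutrophil, NK cell, eosinophil, red cell, interferon-stimulated, ribosomal protein and histone lists had 1 gene each, the cell cycle list 2, and the T cell, monocyte, platelet and connective tissue lists 0. At 180 min the monocyte list had 4 genes, all higher, the immediate early list 4, all higher, the platelet list 3, all higher, the eosinophil and interferon-stimulated lists 2 each, all higher, the ribosomal protein and histone lists 2 each, all lower, the NK cell and red cell lists 1 each, higher, and the B cell list 1, lower.

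Control goats 8, 9 and 3 held the highest value of 104, 101 and 79 of the 303 genes called lower at 30 min, and of 130, 145 and 80 of the 506 called lower at 180 min. Over the 7 control goats, the number of genes led at 180 min fell with the effective library size, with a Spearman correlation of -0.71 (exact permutation test, p = 0.0881) and a Pearson correlation of -0.63 (exact permutation test, p = 0.131), and -0.32 without the 2 goats farthest from the median size. The correlation was not computed at 30 min. There, control goat 6, with an effective library size of 12167501, led 5 of the 303 genes, which goes against low depth. Control goat 8, with 10443023, led 104, and control goat 9, with 20601751, led 101. Low depth as the cause cannot be told apart from a difference between these goats with 7 libraries.

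The 96.7% of same-direction genes in both comparisons is matched by the 98.2% of simulated unchanged groups, so the shared control goats could give such a share by themselves. With the control goats split so that none is shared, the median share was 95.8% (92.5 to 97.5% over the splits), but the same split left the simulated share at 98.2%. Over all simulated genes, called or not, it lowered the share from 64.0% to 49.9%. An effect of transport in both groups stays open.

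Other splits of the goats were drawn, 100 per comparison. At 30 min 2 of the 100 splits, the real one included, gave as many genes as the real split in limma, with 232 genes in the other one and a median of 11 over the other splits. At 180 min 1 of the 100 splits, the real one, did, and the next had 498 genes, with a median of 27. The listed genes were chosen on the real split, so these counts decide nothing about chance.

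*MAPK13*, *MAPK14* and *SLC26A8*, all higher at 180 min, lie next to one another on chromosome 23, from 38654507 to 38832076 in the coordinates of the tables. This was noticed after their values were seen, and no explanation was tested.

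With no effect and evenly spread p-values, 5% of the 20719 genes in the adjustment at 30 min, or 1036, would have an unadjusted p-value under 0.05. There, 430 did. At 180 min it would be 497 of 9944, and 849 did. The p-values of unlisted genes are not given, so whether they are evenly spread was not tested and the 5% is not a firm expectation. The sets of genes in the adjustment differ in size, so the counts at 30 min and 180 min cannot be set against each other. The other 398 listed genes at 180 min were not part of that adjustment.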
